# The cJUN NH_2_-terminal kinase (JNK) signaling pathway promotes genome stability and prevents tumor initiation

**DOI:** 10.7554/eLife.36389

**Published:** 2018-06-01

**Authors:** Nomeda Girnius, Yvonne JK Edwards, David S Garlick, Roger J Davis

**Keywords:** stress-activated MAPK, JNK, breast cancer, Mouse

## Abstract

Breast cancer is the most commonly diagnosed malignancy in women. Analysis of breast cancer genomic DNA indicates frequent *loss-of-function* mutations in components of the cJUN NH_2_-terminal kinase (JNK) signaling pathway. Since JNK signaling can promote cell proliferation by activating the AP1 transcription factor, this apparent association of reduced JNK signaling with tumor development was unexpected. We examined the effect of JNK deficiency in the murine breast epithelium. Loss of JNK signaling caused genomic instability and the development of breast cancer. Moreover, JNK deficiency caused widespread early neoplasia and rapid tumor formation in a murine model of breast cancer. This tumor suppressive function was not mediated by a role of JNK in the growth of established tumors, but by a requirement of JNK to prevent tumor initiation. Together, these data identify JNK pathway defects as ‘driver’ mutations that promote genome instability and tumor initiation.

## eLife digest

As cells in our body grow and divide, their DNA can experience changes or damage. Most of these ‘mutations’ are harmless, or quickly fixed by the body. Yet, sometimes a mutation can trigger a chain of genetic events that drives the cells to multiply uncontrollably, which leads to tumors. Identifying these ‘driver mutations’ is complex, but key to understanding how cancers start and can be fought.

Breast cancer is the most common type of cancer diagnosed in women worldwide. Large studies have focused on sequencing the DNA of cancerous breast cells to try to identify the mutations that started the cancer. Results show that, in these cells, a biological mechanism called the JNK signaling pathway is often inactivated because mutations affect the molecules that take part in this process. Like a chain reaction, the proteins of the JNK pathway act on each other until the last one, called JNK, gets switched on. This protein then goes on to participate in a number of cellular processes such as DNA repair. Is it possible that mutations in this pathway actually drive cancer, and if so, how?

Girnius et al. addressed these questions by inactivating the JNK pathway in the breast cells of mice. Over the next year and a half, the JNK-deficient animals were more likely to get breast cancer than normal mice. Further experiments showed that, in breast cells, the JNK protein prevented tumors from appearing. However, once the tumors were present, it was less effective at stopping them from growing. The DNA of the breast cancer cells with no JNK protein also contained more genetic changes and mistakes. This suggests that the JNK signaling pathway helps to keep the genetic information ‘healthy’. This may be because, normally, the JNK protein activates processes that fix DNA mutations. Taken together, the results presented by Girnius et al. show that genetic changes which inactivate the JNK pathway can drive the development of breast cancer.

Certain anti-cancer drugs kill cancerous cells by damaging their DNA. Breast tumor cells with inactive JNK pathways are less able to repair their genetic information, and so these drugs could potentially work well on them. Future experiments will be needed to test this hypothesis.

## Introduction

Breast cancer is the most frequently diagnosed tumor in women (Siegel et al., 2015). The etiology of breast cancer has been studied in detail, but the causes of breast cancer remain incompletely understood. Nevertheless, it is established that familial breast cancers result from germ-line mutations that increase the risk of cancer development (Afghahi and Kurian, 2017). Examples of inherited mutations that can cause breast cancer predisposition include *ATM*, *BRCA1/2*, *CDH1*, *CHEK2*, *NBN*, and *TP53*. Moreover, sporadic mutation of these and other genes promote the development of non-familial breast cancer (Hanahan and Weinberg, 2011). Changes in the tumor genome are therefore important for breast cancer development (Hanahan and Weinberg, 2011).

Recent advances in breast cancer genome analysis have led to significant progress towards the identification of sporadic mutations in breast cancer (Cancer Genome Atlas Network, 2012; Ciriello et al., 2015; Ellis et al., 2012; Kan et al., 2010; Nik-Zainal et al., 2016; Shah et al., 2012; Stephens et al., 2012; Wang et al., 2014). These genetic changes include ‘driver’ mutations that promote tumor development and ‘passenger’ mutations that do not functionally contribute to the tumor phenotype. Genes mutated in familial cancer syndromes constitute a prime example of ‘driver’ mutations that can contribute to cancer development. The presence of ‘passenger’ mutations complicates the analysis of cancer genomes for the development of targeted tumor therapy. For example, some ‘driver’ mutations cause genetic instability (e.g. *ATM*, *BRCA1/2*, *CHEK2*, *NBN* and *TP53*) that can result in the accumulation of additional mutations in developing tumors.

Computational methods have been employed to distinguish ‘driver’ and ‘passenger’ mutations based on mutation frequency (Parmigiani et al., 2009), gene function in pathways (Lin et al., 2007; Wendl et al., 2011), level of gene expression (Berger et al., 2016) and predictions based on gene function (Carter et al., 2009; Kaminker et al., 2007; Youn and Simon, 2011) and protein interactions (Babaei et al., 2013; Cerami et al., 2010). These computational approaches to identify ‘driver’ mutations have been complemented by functional siRNA screens on breast tumor cell lines (Marcotte et al., 2016; Sanchez-Garcia et al., 2014). Collectively, these approaches have led to the identification of ‘driver’ mutations in human cancer, but it is likely that many more ‘driver’ mutations remain to be discovered (Garraway and Lander, 2013).

Examples of ‘driver’ mutations in breast cancer include the *TP53*, *PIK3CA*, and *PTEN* genes. Mutational inactivation of *PTEN* or activation of *PI3K* increases AKT/mTOR signaling that promotes growth, proliferation, and survival (Yuan and Cantley, 2008), while mutation of *TP53* promotes cell survival and proliferation (Vousden and Prives, 2009). The appreciation of the importance of these pathways in cancer has spurred research into potential therapies (Vousden and Prives, 2009; Yuan and Cantley, 2008). These well-established ‘driver’ mutations contribute to the etiology of breast cancer. In contrast, the role of some other highly mutated genes in breast cancer is unclear.

One frequently mutated pathway in breast cancer is the cJUN NH_2_-terminal kinase (JNK) pathway (Garraway and Lander, 2013). The JNK pathway is a three-tiered cascade that includes a MAP kinase kinase kinase (MAP3K) that phosphorylates and activates MAP kinase kinases (MAP2K) that, in turn, phosphorylate and activate JNK (Davis, 2000). This pathway requires two MAP2K isoforms that co-operate to activate JNK by phosphorylation on tyrosine (by MAP2K4) and threonine (by MAP2K7) (Tournier et al., 2001). The sequencing of breast tumor genomic DNA has revealed mutations in genes that encode members of this pathway, including *MAP3K1*, *MAP2K4*, and *MAP2K7* (Banerji et al., 2012; Cancer Genome Atlas Network, 2012; Ciriello et al., 2015; Ellis et al., 2012; Kan et al., 2010; Nik-Zainal et al., 2016; Shah et al., 2012; Stephens et al., 2012; Wang et al., 2014). The genetic changes include frequent deletion of the gene locus and mutations that cause protein truncation and loss of protein kinase activity. This analysis suggests that breast cancer is associated with loss of JNK signaling. Indeed, since AKT phosphorylates and inactivates MAP2K4 (Park et al., 2002), breast cancer ‘driver’ mutations that activate AKT (e.g. *PTEN* and *PI3K*) also cause loss of JNK signaling. The JNK signaling pathway may therefore be suppressed in many breast cancers.

The association of breast cancer with reduced JNK signaling represents a correlation. What is the significance of *loss-of-function* JNK pathway mutations? Are these ‘driver’ or ‘passenger’ mutations? The purpose of this study was to test the role of JNK signaling in breast cancer development. Since JNK signaling causes AP1 transcription factor activation, we anticipated that JNK may act to promote tumor growth. In contrast, we found that loss of JNK signaling in mammary epithelial cells caused breast cancer. Furthermore, JNK deficiency accelerated tumor formation in a murine model of breast cancer. These effects of JNK deficiency to promote tumor development were associated with widespread presence of early neoplasia and genomic instability. We show that JNK plays a key role in the initiation of tumor development. Thus, the frequent *loss-of-function* JNK pathway mutations in breast tumors represent ‘driver’ mutations that promote breast cancer development.

## Results

### Disruption of JNK signaling causes breast cancer development

*Loss-of-function* mutations in the JNK signaling pathway (e.g. *MAP3K1*, *MAP2K4*, and *MAP2K7*) are implicated in the etiology of breast cancer (Banerji et al., 2012; Cancer Genome Atlas Network, 2012; Ciriello et al., 2015; Ellis et al., 2012; Kan et al., 2010; Nik-Zainal et al., 2016; Shah et al., 2012; Stephens et al., 2012; Wang et al., 2014). These potential ‘driver’ mutations in breast cancer cause disruption of JNK signaling. To test whether JNK pathway disruption influences breast cancer development, we examined the effect of JNK-deficiency in the mammary epithelium. The JNK1 (encoded by *Mapk8*) and JNK2 (encoded by *Mapk9*) isoforms exhibit partially redundant functions (Davis, 2000). We therefore examined compound JNK deficiency in the mammary epithelium using Control (ME^CRE^: *Wap-Cre^+/- ^Mapk8^+/+ ^Mapk9^+/+^* and ME^WT^: *Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*) mice and JNK-deficient (ME^KO^: *Wap-Cre^+/- ^Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*) mice. Lactation induces *Wap-Cre* expression (Wagner et al., 1997). Studies using *Rosa26^mTmG+/-^* female reporter mice demonstrated *Cre*-mediated recombination in cytokeratin 8 (CK8) positive luminal epithelial cells (Figure 1A), but not in cytokeratin 5 (CK5) positive myoepithelial cells (Figure 1B).

**Figure 1.**
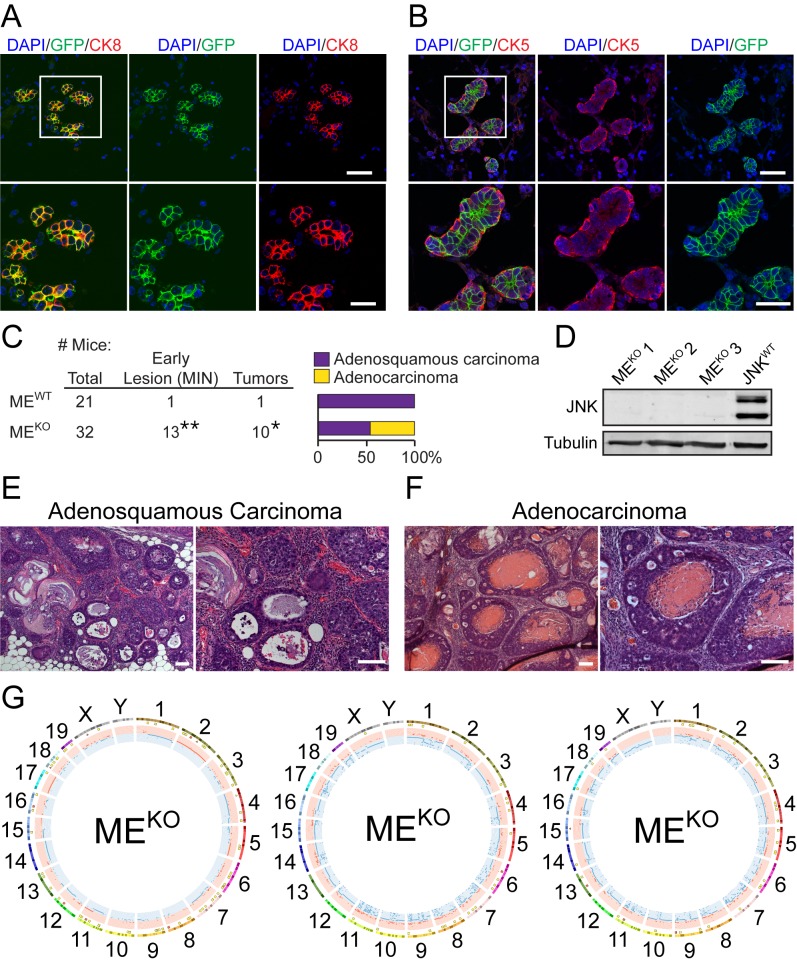
JNK deficiency in mammary epithelial cells causes genomic instability and tumor formation. (**A, B**) Mammary gland tissue sections were prepared from parous *Wap-Cre^+/- ^Rosa26^mTmG+/-^* female mice (n = 6) on day 21 post-weaning. These sections were stained with antibodies to cytokeratin 8 (CK8, red (**A**)) or cytokeratin 5 (CK5, red (**B**)), and GFP (green), and counterstained with DAPI (blue). Representative images are presented (*upper panel*, scale bar = 48 µm). Boxed area was magnified (*lower panel*, scale bar = 24 µm). (**C**) Summary of the study cohort showing the total number of *Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* (ME^WT^) and *Wap-Cre^+/- ^Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* (ME^KO^) mice examined, the number of mice exhibiting mammary intraepithelial neoplasia (MIN) or tumors (*p=0.037, **p=0.0084; Fisher’s Exact Test) (*left panel*). The type of carcinoma is presented (*right panel*). (**D**) Extracts prepared from ME^KO^ and *Wap-Cre^+/- ^Trp53^LoxP/LoxP^* (JNK^WT^) tumor cells were subjected to immunoblot analysis using antibodies to JNK and α-Tubulin. The ME^KO^ tumors examined were representative of adenocarcinoma (#1), tumors with characteristics of both adenocarcinoma and adenosquamous carcinoma (#2), and adenosquamous carcinoma (#3). (**E, F**) Representative hematoxylin and eosin (H and E) -stained sections of adenosquamous carcinomas (**E**) and adenocarcinomas (**F**) from ME^KO^ female mice are presented. Scale bar = 100 µm. (**G**) Exome sequencing was performed on ME^KO^ tumor cell lines (n = 3). Mammary tissue from a virgin female of the same genotype (*Wap-Cre^+/- ^Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*) was used as the reference genome. Circos plots showing copy number variations (CNVs) in ME^KO^ tumor cells are presented. The outermost ring shows chromosome ideograms. The next track indicates high (red) and moderate (yellow) impact single nucleotide variants and indels marked by rectangles and triangles, respectively. The innermost track shows chromosome amplifications and deletions, with red and blue lines indicating chromosomal fragments present at log_2_(ratio tumor/normal)>0.2 or log_2_(ratio tumor/normal)<−0.2, respectively. 10.7554/eLife.36389.006Figure 1—source data 1.Spreadsheet of source data for Figure 1C. 10.7554/eLife.36389.007Figure 1—source data 2.Source image data for Figure 1D.Whole immunoblot scans are presented and the region used to construct Figure 1D is outlined.

**Figure 1—figure supplement 1.**
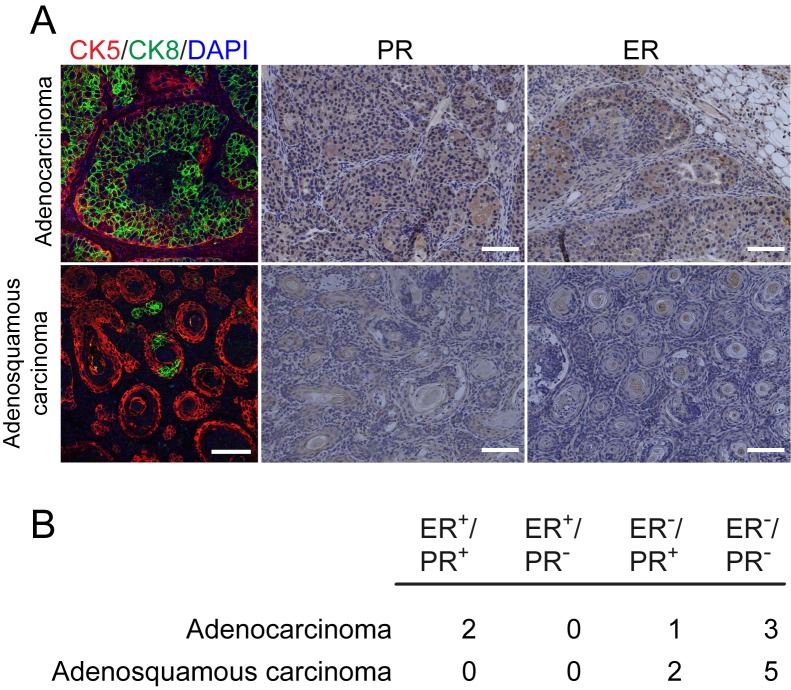
Expression of estrogen and progesterone receptors in breast tumors caused by JNK deficiency in the mammary epithelium. (**A, B**) Representative adenocarcinoma (*upper panel*) and adenosquamous carcinoma (*lower panel*) sections stained for progesterone receptor (PR), estrogen receptor (ER) (Scale bar = 100 µm), and cytokeratin 8 (CK8, green) and cytokeratin 5 (CK5, red) (Scale bar = 50 µm) are presented. Immunofluorescent stains were counterstained with DAPI (*left panels*), and peroxidase-based staining was counterstained with hematoxylin (*center* and *right panels*) (**A**). Adenocarcinomas and adenosquamous carcinomas were scored for hormone receptor staining (**B**).

**Figure 1—figure supplement 2.**
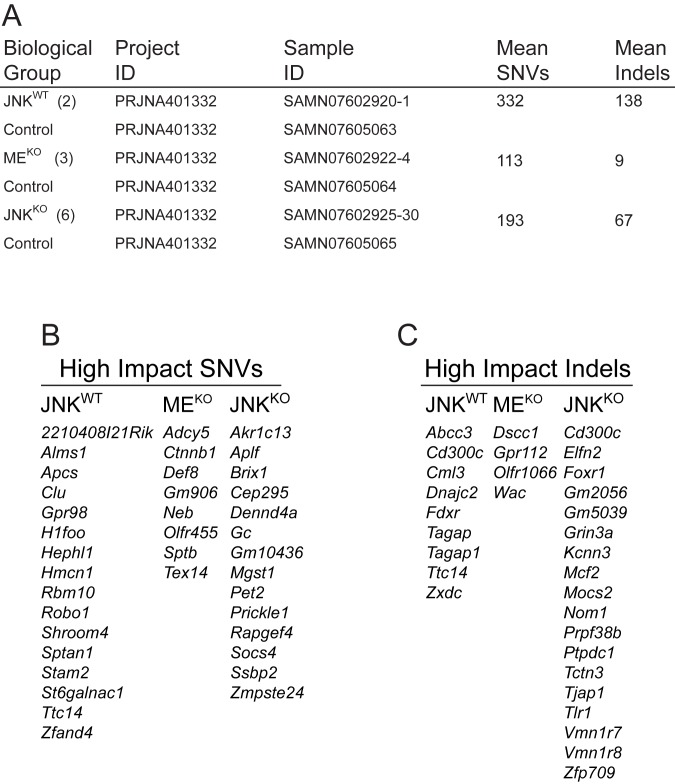
Summary of exome sequence data. (**A**) Nomenclature Key: JNK^WT^ (tumors from parous *Wap-Cre^+/- ^Mapk8^+/+ ^Mapk9^+/+ ^Trp53*^*LoxP/LoxP*^ mice); JNK^KO^ (tumors from parous *Wap-Cre^+/- ^Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^ Trp53^LoxP/LoxP^* mice); ME^KO^ (tumors from parous *Wap-Cre^+/-^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* mice); and Control (mammary epithelium of non-parous mice of the same genotype). The NCBI SRA accession information (Project ID and Sample ID) for the exome sequence data is presented. The mean number of single nucleotide variants (SNVs) and insertions/deletions (Indels) is shown for each tumor genotype. An examination of frequent nucleotide changes revealed that ME^KO^ tumor cells favored G to A (2/3 tumor cell lines) and JNK^KO^ favored C to T (4/6 tumor cell lines) replacements, but no favored replacements were identified in JNK^WT^ tumor cells. (**B, C**) High impact SNVs (**B**) and Indels (**C**) identified in JNK^WT^ (n = 2), ME^KO^ (n = 3) and JNK^KO^ (n = 6) cells are summarized. No well-established driver mutations were found among the high impact indels or SNVs identified and there were no recurring mutations within or across genotypes.

We examined female control (ME^WT^ and ME^CRE^) mice and JNK-deficient (ME^KO^) mice to determine whether JNK deficiency causes breast tumor development. We found no breast cancer or pre-malignant mammary lesions in a cohort of 22 control ME^CRE^ mice (Figure 1—source data 1). However, studies of a cohort of 19 control ME^WT^ mice identified one palpable breast tumor (adenosquamous carcinoma) in a 78 wk old mouse (Figure 1C). In addition, mammary intraepithelial neoplasia (MIN) was detected in one ME^WT^ mouse during microscopic analysis of tissue sections following necropsy. In contrast, the incidence of palpable breast tumors (31% of mice, median age 80 wk; p=0.037; Fisher’s Exact Test) and MIN lesions detected at necropsy (41% of mice; p=0.0084; Fisher’s Exact Test) in a cohort of 32 ME^KO^ mice was significantly greater than ME^WT^ mice (Figure 1C). Immunoblot analysis confirmed that the ME^KO^ adenocarcinoma and adenosquamous carcinoma cells do not express JNK proteins (Figure 1D). These data indicate that JNK deficiency promotes breast tumor development.

Microscopic analysis of tumor sections demonstrated the presence of adenosquamous carcinoma in ME^WT^ mice, but both adenocarcinoma and adenosquamous carcinoma were detected in ME^KO^ mice (Figure 1C,E,F). The adenocarcinomas were primarily CK8 positive and variably expressed estrogen receptor (ER) and progesterone receptor (PR), while the adenosquamous carcinomas expressed CK5 and did not express ER (Figure 1—figure supplement 1A,B). CK8 expression by ME^KO^ adenocarcinomas is consistent with both a luminal epithelial cell origin and the expression of *Wap-Cre* in luminal epithelial cells (Figure 1A,B). In contrast, CK5 expression by the ME^KO^ adenosquamous carcinomas suggests that these tumor cells may partially differentiate to express a marker of myoepithelial cells.

### JNK deficiency promotes genomic instability and altered gene expression

The JNK pathway has been implicated in genome maintenance (Calses et al., 2017; Lu et al., 2006; Van Meter et al., 2016). To test whether JNK deficiency caused defects in genome stability, we examined the exome sequences of three independent ME^KO^ breast tumor cell lines (Figure 1D and Figure 1—figure supplement 2A). This analysis demonstrated single nucleotide variants (SNVs) and short insertions/deletions (Indels) (Figure 1G), including high impact SNVs and Indels (frame-shifts and stop codons) within gene coding regions (Figure 1—figure supplement 2B,C). Moreover, many chromosome segment amplifications and deletions (copy number variations, CNVs) were detected (Figure 1G). These data demonstrate that genomic instability is a consequence of JNK deficiency.

We compared gene expression profiles of three independent ME^KO^ tumor-derived cell lines and three independent primary *Wap-Cre^+/-^* epithelial cell (MEC) preparations. 

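RNA was sequenced from 3 preparations of MEC and from 3 ME KO cell lines, 1 library each. Each MEC preparation pooled the mammary glands of 3 to 5 virgin females aged 10 to 12 weeks, and RNA was taken from the primary culture on collagen I. The ME KO lines were grown from tumors of mice in which Cre recombinase disrupts *Mapk8* and *Mapk9*, the genes that encode JNK, in the mammary epithelium. These cells passed 2 times on collagen I before transfer to standard dishes. Genotype, tumor origin and time in culture therefore change together between the groups. The lines are named here by their numbers, 199, 233 and 336. The source data of Figure 1 list adenosquamous carcinoma for mouse 199, both adenosquamous carcinoma and adenocarcinoma for mouse 233, and adenocarcinoma for mouse 336. Lines and mice were paired by number, a match that was not checked further.

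The authors sequenced paired-end reads of 150 bp, trimmed them, aligned them to the mouse genome mm10 and gave the expression of each gene in each library as FPKM. The deposited table has 37755 entries, all but 2 of which hold FPKM values. Of these, 21813 were above 0 in at least 1 library and 466 joined the names of several genes. The number of reads behind each library is unknown, so no interval from counting error can be given. The ratios between the smallest FPKM values put the depth of the other libraries between 0.92 and 1.30 times that of MEC 1. Between 17343 and 18741 entries per library were above 0. The 20 largest entries held 18.3% to 27.5% of the summed FPKM of a library.

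Expression was compared as log_2_(FPKM + 1). Across the 12461 genes with a mean FPKM of at least 1, Pearson's r between libraries was 0.944 to 0.966 within MEC and 0.856 to 0.903 within ME KO. Between the groups it was 0.793 to 0.855. These correlations are across genes, which are not independent replicates. Line 199 correlated with the MEC libraries at 0.804 to 0.855 and with the other lines at 0.856 to 0.860. *Mapk8* (chromosome 14 of GRCm38, 33377898 to 33447158) fell from 22.5 ± 2.98 FPKM in MEC to 3.47 ± 2.30 FPKM in ME KO (SD, n = 3). *Mapk9* (chromosome 11, 49846751 to 49886421) fell from 22.7 ± 1.53 FPKM to 4.61 ± 2.60 FPKM. Relative to the MEC mean, line 199 had 26.4% of the *Mapk8* FPKM and 33.6% of the *Mapk9* FPKM. Line 233 had 13.9% of each, and line 336 had 6.09% and 13.5%. FPKM covers the whole gene, so transcripts of a recombined allele may be part of these values. Both genes were lower in every ME KO library than in every MEC library (exact permutation test, two-sided, p = 0.1 for each gene, the smallest p that 3 libraries against 3 allow).

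**Figure D1:**
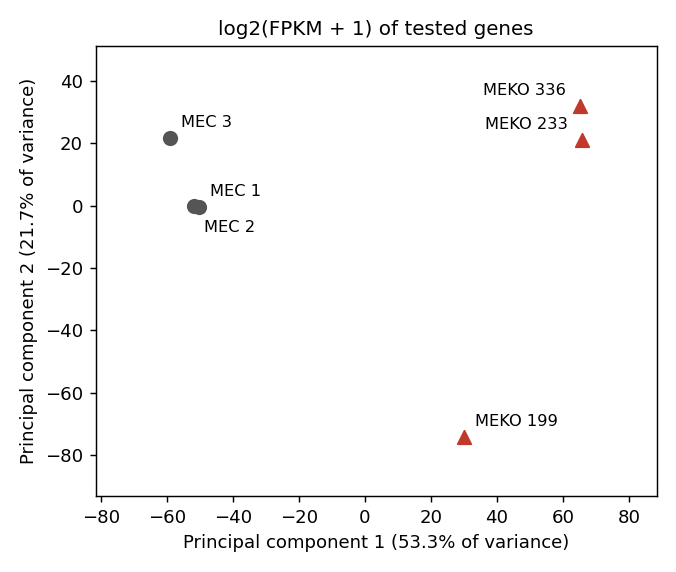
Principal components of log_2_(FPKM + 1) over the tested genes, in arbitrary units, with 1 point per library. Component 1 (53.3% of the variance) runs from MEC at the left to ME KO at the right, and component 2 (21.7%) sets line 199 at -74.0, apart from lines 233 and 336 at 21.0 and 32.1.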

RNA-seq analysis identified 2217 differentially expressed genes (q < 0.05, |log_2_ Fold Change| > 0.75) that formed two clusters (Figure 2A). 

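The FPKM values were tested with limma, with a mean-variance trend and Benjamini-Hochberg adjustment, and the paper's thresholds were applied to the adjusted p and the log_2_ fold change. Of 12461 genes, 1234 passed both thresholds. In ME KO 329 of these were higher and 905 were lower than in MEC, or 26.7% and 73.3%. The adjusted p alone was passed by 1307 genes, and 3509 genes had an unadjusted p under 0.05. In each of the 1234 genes the 3 MEC values lay apart from the 3 ME KO values, which chance gives to 10% of genes. The median log_2_ fold change over all tested genes was 0.01. The count moved most when MEC 1 was left out, to 259 genes, and it rose to 1966 when line 199 was left out.

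K-means clustering of the 1234 genes with k = 2 placed the 905 lower genes in a first cluster and the 329 higher genes in the other. With k = 3, the lower genes divided into clusters of 496 and 409. In the cluster of 409, the mean z score of line 199 was -0.47, against -1.06 in line 233 and -1.05 in line 336. The cluster of 496 went the other way, with -1.01 in line 199, -0.80 in line 233 and -0.79 in line 336.

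The largest decreases were in *Csn3*, which encodes a casein, *Wfdc18*, the joined entry for *4930470G03Rik* and *Mir1896*, *Clca2* and *Igfbp5*. *Csn3* (chromosome 5, 87925579 to 87932665) fell from 1374 ± 434 FPKM to 0.214 ± 0.169 FPKM (SD, n = 3), a log_2_ fold change of -10.11 (standard error 0.25, limma adjusted p = 4.49e-05). The log_2_ fold changes of the other 4 lay between -9.02 and -6.54. Those with the largest increases were *Prl2c3*, *Prl2c2*, *Aldh3a1*, *Upk3bl* and *Klra4*, with log_2_ fold changes from 5.48 to 8.85. The transcripts of *Prl2c3* and *Prl2c2* are 99.5% identical over the aligned length, so reads cannot be assigned to either gene with confidence.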

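Pathways were examined here with 638 mouse Reactome sets of 15 to 500 tested genes, and the KEGG sets were not used here. The 12437 distinct gene names were ranked by their change in ME KO and scored by gene set enrichment with fgsea, which compares a set with random sets of genes. After Benjamini-Hochberg adjustment, 158 sets were past a p of 0.05. Of these 57 were lower in ME KO and the rest were higher. Some regroupings of the 6 libraries that mix MEC and ME KO gave as many sets, up to 185, so the number of sets by itself does not separate the groups. ‘Cell Cycle’ (429 genes) had a normalized enrichment score of 2.03 and an adjusted permutation p of 5.68e-13, with a median log_2_ fold change of 0.26. ‘Interferon Signaling’ (83 genes) had a normalized enrichment score of -1.91 and an adjusted permutation p of 0.000245, with a median log_2_ fold change of -0.54.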

Pathway over-representation analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database revealed that both clusters were highly enriched for ‘Pathways in Cancer’ (Figure 2B). Cluster one was also enriched for ‘Focal Adhesion’, while Cluster two was enriched for ‘Metabolic Pathways’ and ‘p53 Signaling’ (Figure 2B). 

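Lists of genes for focal adhesion, p53 signaling, WNT signaling, and cytokines and chemokines were written by hand before the data were examined. No list was written for ‘Pathways in Cancer’, and its enrichment was not analysed here. Each list was compared with the 905 lower and the 329 higher genes by Fisher's exact test (one-sided), against all 12461 tested genes. The 4 lists and both directions gave 8 tests that were adjusted together.

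Among the lower genes were 26 of the 148 tested focal adhesion genes, against 10.8 by chance (odds ratio 2.77, Fisher's exact test, adjusted p = 8.76e-05). The higher genes included 1 focal adhesion gene, *Igf1r*, against 3.92 by chance. With each alternative processing, the adjusted p of focal adhesion among the lower genes stayed between 3.12e-14, without line 199, and 0.0146, without MEC 1.

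Among the higher genes were 6 of the 64 tested p53 signaling genes, against 1.69 by chance (odds ratio 3.86, Fisher's exact test, adjusted p = 0.018). Over its alternatives the adjusted p of this list lay between 1.37e-05 and 0.505. The 6 were *Cdkn2a*, *Pmaip1*, *Bid*, *Apaf1*, *Zmat3* and *Siah1b*, and the lower genes included 2 members, *Cd82* and *Casp9*. *Igf1r*, *Zmat3*, *Siah1b* and *Casp9* are named after their values were seen, and the others by the size of their change. *Cdkn2a* (chromosome 4, 89274471 to 89294653) rose from 3.72 ± 3.34 FPKM in MEC to 164 ± 79.4 FPKM in ME KO (SD, n = 3). *Pmaip1* had 16.3 ± 3.33 FPKM in MEC and 66.8 ± 33.1 FPKM in ME KO. The limma adjusted p of *Pmaip1* was 0.0498, and it was above 0.05 in 11 of the alternatives. *Bid* had 16.1 ± 4.24 and 44.4 ± 5.41 FPKM, and *Apaf1* had 5.09 ± 0.323 and 14.8 ± 5.19 FPKM. *Cd82* had 63.9 ± 8.23 FPKM in MEC and 7.84 ± 2.20 FPKM in ME KO. The expression of *Trp53* itself was 98.7 ± 2.77 FPKM in MEC and 104 ± 26.2 FPKM in ME KO (limma adjusted p = 0.913).

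Genes for metabolism were examined through Reactome. The set for the citric acid cycle and respiratory electron transport (114 genes) had a normalized enrichment score of 2.15 and an adjusted permutation p of 3.41e-06.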

As expected, JNK deficiency caused reduced expression of AP1 transcription factors (Ventura et al., 2003) (Figure 2C). 

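*Jun* (chromosome 4 of GRCm38, 95049034 to 95052222) had 57.4 ± 3.79 FPKM in MEC and 9.18 ± 1.18 FPKM in ME KO (SD, n = 3). Its log_2_ fold change was -2.53 (standard error 0.15, limma adjusted p = 0.000927). *Fos* (chromosome 12, 85473890 to 85477273) had 25.5 ± 1.93 FPKM in MEC and 5.12 ± 2.52 FPKM in ME KO, a log_2_ fold change of -2.19 (standard error 0.29, limma adjusted p = 0.00903). For both genes every ME KO library was below every MEC library (exact permutation test, two-sided, p = 0.1, the smallest p possible). With each library left out in turn, the log_2_ fold change stayed between -2.62 and -2.45 for *Jun* and between -2.50 and -2.00 for *Fos*. *Fos* did not pass the adjusted p without MEC 1 (limma adjusted p = 0.0561). The median log_2_ ratio to MEC of protein-coding genes on chromosome 4, where *Jun* lies, was -0.34 in line 199, -0.38 in line 233 and -0.27 in line 336, the last not past an adjusted p of 0.05 by rotation of genes.

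The means of the other AP1 genes were also lower in ME KO, but their groups overlapped. *Junb* had 165 ± 37.1 FPKM in MEC and 113 ± 31.1 FPKM in ME KO, with a log_2_ fold change of -0.54 (limma adjusted p = 0.231). *Junb* overlaps *Prdx2* on the opposite strand. *Jund* had 36.3 ± 5.70 FPKM and 22.2 ± 14.6 FPKM, with a log_2_ fold change of -0.85 (limma adjusted p = 0.243), and line 336 at 39.0 FPKM lay within the range of MEC. Without line 336 its limma adjusted p was 0.029, and over its alternatives it lay between 0.029 and 0.477. *Fosb* had 3.23 ± 0.798 FPKM and 2.00 ± 1.69 FPKM, with a log_2_ fold change of -0.65 (limma adjusted p = 0.402). The exact permutation p of these 3 genes was 0.2, 0.3 and 0.3. Adjusted over the 5 AP1 genes alone, the limma p was 8.1e-06 for *Jun*, 0.000499 for *Fos*, 0.11 for *Junb* and *Jund*, and 0.21 for *Fosb*.

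**Figure D2:**
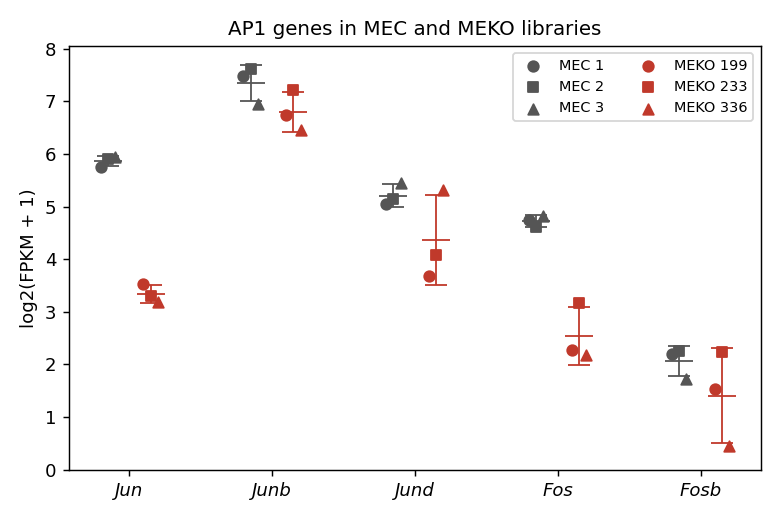
Expression of 5 AP1 genes as log_2_(FPKM + 1), with 1 point per library and bars at the mean ± SD of each group (n = 3). *Jun* and *Fos* separate the 3 ME KO libraries from the 3 MEC libraries, and the groups overlap for *Junb*, *Jund* and *Fosb*.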

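Expression of DNA repair genes was scored by gene set enrichment, with genes ranked by the sign of the log_2_ fold change times minus log_10_ p from limma, so that a positive score means higher expression in ME KO. A list of 152 genes was written by hand to follow the Hallmark ‘DNA repair’ set, and the set itself was not used here. The table names 146 of them, and 143 of its entries were tested. The enrichment score was 0.307, with a normalized enrichment score of 1.37 (permutation of genes, p = 0.0165). The adjusted permutation p over 12 gene lists was 0.0198. The median log_2_ fold change of the list was 0.09, with 84 members above 0 and 59 below. The thresholds for differential expression were passed by 1 higher member, *Polr1d*, and by 5 lower members, *Pde4b*, *Cmpk2*, *Ak3*, *Cda* and *Polb*. *Polb*, which encodes a DNA polymerase of base excision repair, is named after its value was seen, and its log_2_ fold change was -0.77 (limma adjusted p = 0.0426). *Polr1d* (chromosome 5, 147077050 to 147111597) had 73.2 ± 5.97 FPKM in MEC and 130 ± 18.0 FPKM in ME KO (SD, n = 3). *Pde4b*, which encodes a phosphodiesterase, had 25.7 ± 6.34 FPKM in MEC and 1.79 ± 2.06 FPKM in ME KO.

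With quantile normalization the normalized enrichment score was 1.05 (permutation of genes, p = 0.319). The enrichment score stayed above 0 under each of the alternatives. A list of 136 DNA repair enzymes and damage response genes had a normalized enrichment score of 1.99 (permutation of genes, p = 5.71e-07), with 97 of 129 tested members above 0. The Reactome set ‘DNA Repair’ (127 ranked genes) had an enrichment score of 0.409. When members that also belong to the cell cycle were removed from the list after the Hallmark set, 119 remained, with a normalized enrichment score of 1.22 (permutation of genes, p = 0.0983). The same removal left 100 members of the list of enzymes and damage response genes, with a score of 1.82 (permutation of genes, p = 5.85e-05).

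**Figure D3:**
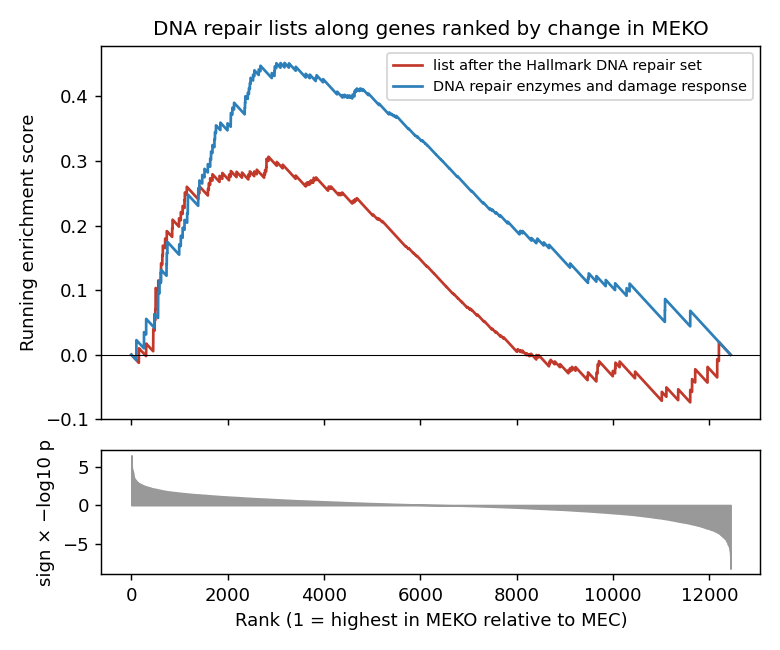
Running enrichment score of the DNA repair lists along the ranked genes, with rank 1 the highest in ME KO relative to MEC, and the ranking value of each gene in the lower panel. The curve of the list after the Hallmark set peaks at 0.307 and that of DNA repair enzymes and damage response genes at 0.452.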

We also observed reduced expression of a ‘DNA repair’ gene signature (Figure 2—figure supplement 1) in ME^KO^ tumor cells compared with primary mammary epithelial cells (MEC), consistent with the detection of accumulated mutations in ME^KO^ tumor cells (Figure 1G).

**Figure 2.**
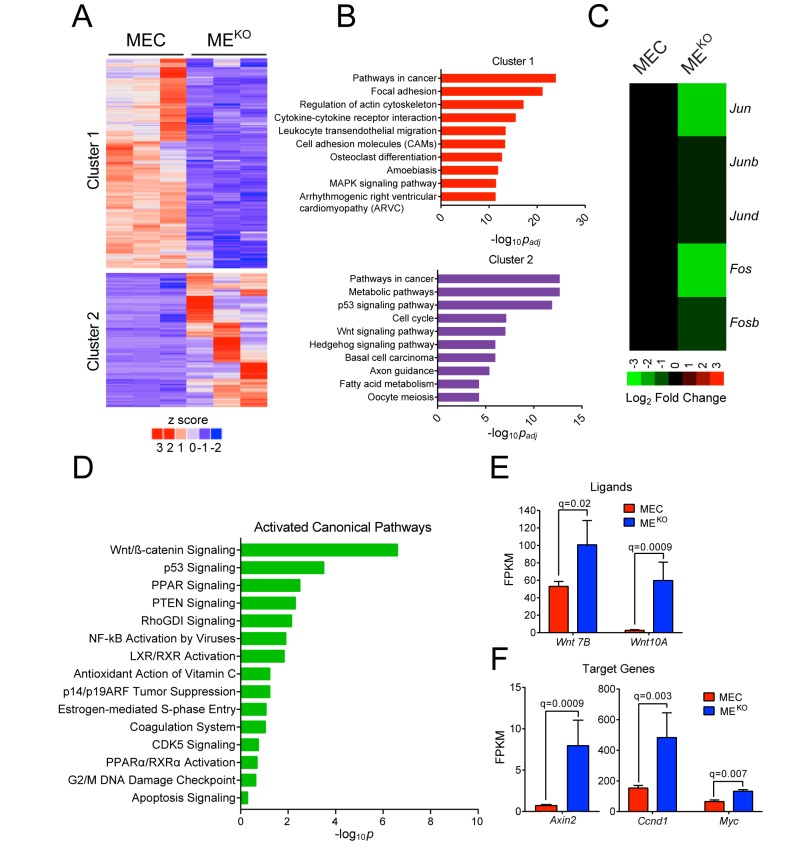
JNK deficiency promotes tumor-associated gene expression. (**A–D**) RNA-seq analysis was performed using primary mammary epithelial cells (MEC, n = 3) and ME^KO^ tumor cell lines (n = 3). K-means clustering was performed on differentially expressed genes and is presented as a heatmap (**A**). Pathway over-representation analysis using the KEGG database was performed on genes from each of the clusters. The pathways with the 10 lowest p_adj_ values are presented (**B**). The mean expression *Jun*, *Junb*, *Jund*, *Fos*, and *Fosb* mRNA is presented as a heatmap (**C**). Ingenuity Pathway Analysis of the RNA-seq data was used to predict signaling pathway activity (**D**). (**E**)** ***Wnt7b* and *Wnt10a* expression in MEC (n = 3) and ME^KO^ tumor cells (n = 3) is presented as the mean fragments per kilobase of exon model per million mapped fragments (FPKM) ± SEM. (**F**) WNT target gene expression (*Axin2*, *Ccnd1*, and *Myc*) in MEC (n = 3) and ME^KO^ (n = 3) cells is presented as the mean FPKM ± SEM. 10.7554/eLife.36389.010Figure 2—source data 1.Spreadsheet of source data for Figure 2.

**Figure 2—figure supplement 1.**
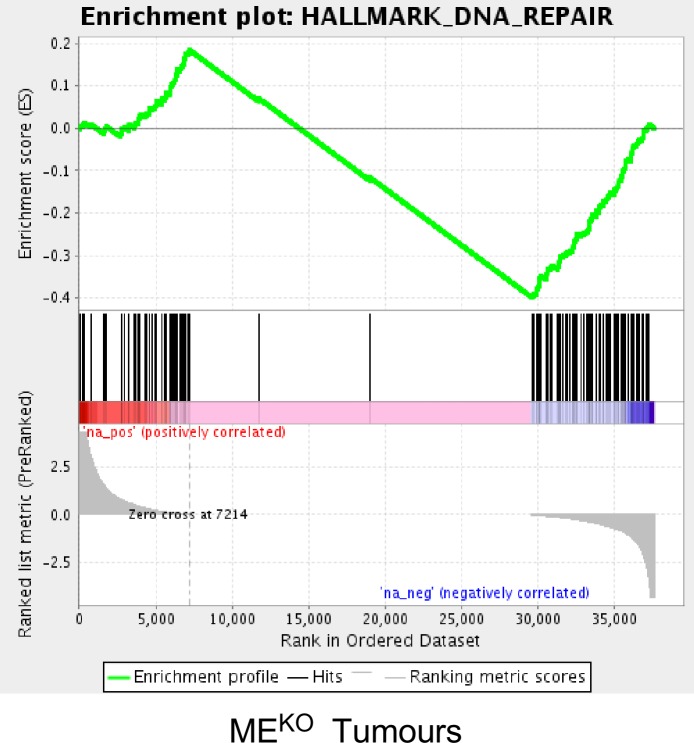
Gene set enrichment analysis demonstrates that JNK deficiency causes decreased expression of a ‘DNA Repair’ gene signature. GSEA plot of a ‘DNA Repair’ gene signature by ME^KO^ tumor cells compared with primary mammary epithelial cells (MEC) (p<0.01).

Ingenuity Pathway Analysis (IPA) identified a significant increase in ‘WNT/β-Catenin Pathway’ activity in ME^KO^ tumor cells compared with MEC (Figure 2D). Moreover, an enrichment of WNT signaling genes was found in the pathway over-representation analysis (Figure 2B, Cluster 2), including increased expression of *Wnt7b* and *Wnt10a* (Figure 2E) and increased expression of the WNT target genes *Axin2*, *Ccnd1*, and *Myc* in ME^KO^ cells compared with MEC (Figure 2F). These data suggest that ME^KO^ tumors may exploit the WNT pathway during tumor development.

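The pathway scores of IPA were not used here. A list of 147 genes of WNT signaling was examined instead, of which 107 passed the expression filter. Among the genes higher in ME KO were 5 of them, against 2.83 by chance (odds ratio 1.82, Fisher's exact test, one-sided, adjusted p = 0.246). These were *Wnt10a*, *Myc*, *Siah1b*, *Cacybp* and *Ppp3ca*, the last 3 named after their values were seen. Among the lower genes were 15, against 7.79 by chance (odds ratio 2.10, Fisher's exact test, one-sided, adjusted p = 0.0209). The latter passed 0.05 in only some of the alternatives, with adjusted p values from 0.00914 to 0.443. The normalized enrichment score of the whole list was -1.32 (permutation of genes, p = 0.0518), and its median log_2_ fold change was -0.03, with 50 members above 0 and 57 below.

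The largest decreases in the list were in the ligands *Wnt5b* and *Wnt11*, and in *Nkd2* and *Sfrp2*, which encode inhibitors of WNT signaling. A list that joins ligands, targets and inhibitors does not measure the activity of the pathway. *Wnt5b* (chromosome 6, 119432531 to 119544347) fell from 35.7 ± 5.91 FPKM in MEC to 0.468 ± 0.450 FPKM in ME KO (SD, n = 3). *Wnt11* (chromosome 7, 98835112 to 98855195) fell from 40.6 ± 19.6 FPKM to 1.23 ± 0.613 FPKM. *Nkd2* had 16.1 ± 5.85 FPKM and 1.74 ± 1.34 FPKM, and *Sfrp2* had 5.44 ± 1.53 FPKM and 0.0929 ± 0.0718 FPKM. The expression of *Ctnnb1*, which encodes β-catenin, was 258 ± 39.6 FPKM in MEC and 249 ± 103 FPKM in ME KO (limma adjusted p = 0.823), and its direction changed between alternatives.

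Among the Reactome sets, ‘Signaling by Wnt’ (176 genes) had a normalized enrichment score of -1.35 and an adjusted permutation p of 0.0777. Its part that depends on TCF had a score of -1.40 and an adjusted permutation p of 0.0574. The part independent of β-catenin had a score of -1.51 and an adjusted permutation p of 0.0268.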

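*Wnt10a* (chromosome 1 of GRCm38, 74791516 to 74804179) rose from 2.65 ± 1.23 FPKM in MEC to 59.8 ± 36.3 FPKM in ME KO (SD, n = 3). Its log_2_ fold change was 3.93 (standard error 0.51, limma adjusted p = 0.00833). *Wnt7b* (chromosome 15, 85535437 to 85582473) had 52.98 ± 9.88 FPKM in MEC and 100.7 ± 48.1 FPKM in ME KO. Line 199, at 47.1 FPKM, lay at the level of MEC, and lines 233 and 336 had 140.3 and 115 FPKM. The log_2_ fold change of *Wnt7b* was 0.79 (standard error 0.41, limma adjusted p = 0.261).

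*Axin2* (chromosome 11, 108920349 to 108950783) had 0.728 ± 0.194 FPKM in MEC and 7.95 ± 5.34 FPKM in ME KO, where line 199 had 1.79 FPKM. Its log_2_ fold change was 2.10 (standard error 0.59, limma adjusted p = 0.0731). *Ccnd1* (chromosome 7, 144929931 to 144939925) had 153 ± 30.0 FPKM and 483 ± 280.0 FPKM, a log_2_ fold change of 1.53 (standard error 0.39, limma adjusted p = 0.0586). It overlaps *LTO1* on the opposite strand, which shares 22% of its transcript. *Myc* (chromosome 15, 61985391 to 61990374) had 65.8 ± 17.9 FPKM and 132 ± 18.5 FPKM, a log_2_ fold change of 1.03 (standard error 0.25, limma adjusted p = 0.0486).

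In 4 of these 5 genes, all but *Wnt7b*, every ME KO library was above every MEC library (exact permutation test, two-sided, p = 0.1, the smallest p possible). The exact permutation p of *Wnt7b* was 0.4. Adjusted over the 5 genes alone, the limma p was 0.000887 for *Wnt10a*, 0.013 for *Axin2*, 0.0117 for *Ccnd1* and *Myc*, and 0.1 for *Wnt7b*. The paper names these genes as increased in the same libraries, so this narrower adjustment ignores that choice.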

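*Wnt10a* passed both thresholds under each of its 15 alternatives, with limma adjusted p values from 0.00125 to 0.0454. *Myc* was above an adjusted p of 0.05 under 12 of 15, and its log_2_ fold change stayed between 0.78 and 1.17. *Axin2* passed with quantile normalization, with sample weights and without line 199, and *Ccnd1* with sample weights, without line 199 and without line 233. *Wnt7b* passed with sample weights and without line 199. All 5 log_2_ fold changes were above 0 under each alternative. From the expression of these ligands and target genes and from the pathway analyses, the paper raises the possibility that ME KO tumors make use of the WNT pathway as they develop.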

### JNK deficiency rapidly accelerates tumor development in a mouse model of breast cancer

The observation that JNK deficiency promotes breast tumorigenesis (Figure 1) suggests that defects in JNK signaling may accelerate tumor development in a sensitized genetic background. To test this hypothesis, we examined the genetic interaction between JNK inactivation and loss of TRP53. Since *TP53* is the most frequently mutated gene in human breast cancer, this model is relevant to human disease (Nik-Zainal et al., 2016).

We established TRP53-deficient mice (JNK^WT^: *Wap-Cre^+/- ^Trp53*^LoxP/LoxP^) and TRP53/JNK compound mutant mice (JNK^KO^: *Wap-Cre^+/- ^Trp53^LoxP/LoxP^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*). Loss of JNK on the TRP53-deficient background dramatically accelerated tumor formation (Figure 3A). Histological examination of the JNK^WT^ and JNK^KO^ tumors confirmed that the majority of lesions were adenocarcinomas (Figure 3B and Figure 3—figure supplement 1A). JNK^WT^ and JNK^KO^ tumors presented with variable ER and PR staining patterns (Figure 3C and Figure 3—figure supplement 1B). Moreover, both JNK^WT^ and JNK^KO^ tumor cells primarily expressed the luminal marker CK8, consistent with a luminal epithelial cell origin, although some dispersed cells did express the myoepithelial cell marker CK5 (Figure 3C).

**Figure 3.**
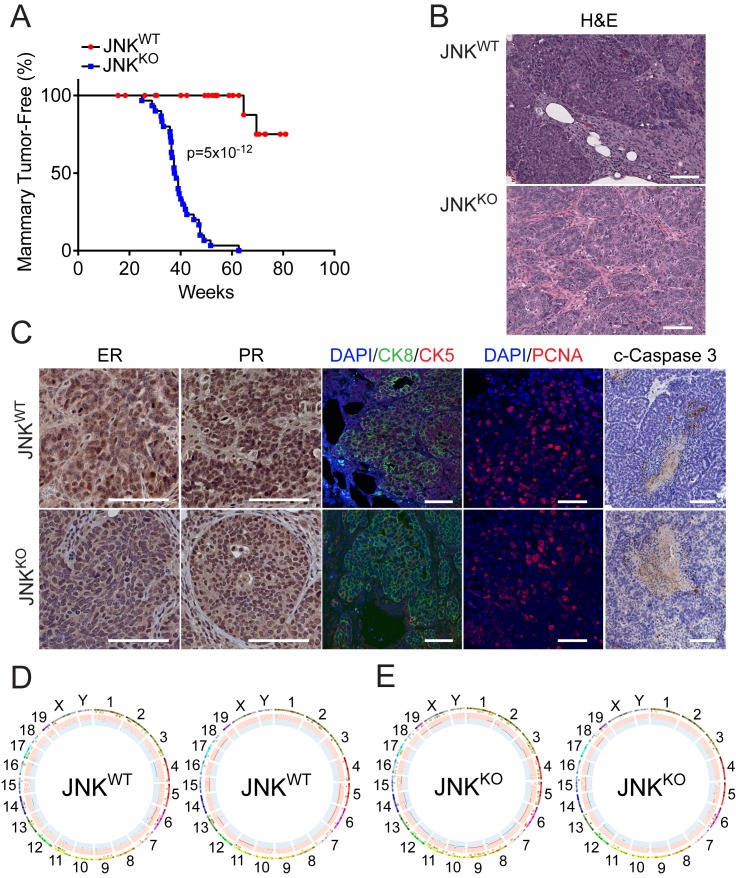
JNK deficiency accelerates tumor formation in a mouse model of breast cancer. (**A**) Mammary tumor-free survival was monitored in cohorts of 26 *Wap-Cre^+/- ^Trp53*^*LoxP/LoxP*^ (JNK^WT^) mice and 32 *Wap-Cre^+/- ^Trp53^LoxP/LoxP^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* (JNK^KO^) mice. Animals euthanized before a palpable mammary tumor had formed were censored in the log-rank analysis. (**B**) Tissue sections were prepared from JNK^WT^ mammary tumors (n = 11) and JNK^KO^ mammary tumors (n = 35). Representative images of H and E-stained sections from JNK^WT^ (*upper panel*) and JNK^KO^ (*lower panel*) mice are presented. Scale bar = 100 µm. (**C**) Adenocarcinoma tissue sections from JNK^WT^ mice (*upper panel*) and JNK^KO^ mice (*lower panel*) were stained with antibodies to (from left to right) estrogen receptor (ER), progesterone receptor (PR), cytokeratins 5 (red) and 8 (green) (CK5 and CK8 respectively), PCNA (Scale bars = 50 µm), and cleaved caspase 3 (Scale bar = 100 µm). Immunofluorescent stains were counterstained with DAPI, and peroxidase-based staining was counterstained with hematoxylin. Representative images are presented. (**D, E**) Exome sequencing was performed on JNK^WT^ (n = 2) and JNK^KO^ (n = 6) tumor cell lines. Mammary tissue from a virgin female of the same genotype (*Wap-Cre^+/- ^Trp53*^*LoxP/LoxP*^ for JNK^WT^ and *Wap-Cre^+/- ^Trp53^LoxP/LoxP^ Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* for JNK^KO^) was used as the reference genome. Representative Circos plots showing CNVs are presented for JNK^WT^ (**D**) and JNK^KO^ (**E**) tumor cells. The outermost ring shows chromosome ideograms. The next track indicates high (red) and moderate (yellow) impact single nucleotide variants and indels marked by rectangles and triangles, respectively. The innermost track shows chromosome amplifications and deletions, with red and blue lines indicating chromosomal fragments present at log_2_(ratio tumor/normal)>0.2 or log_2_(ratio tumor/normal)<−0.2, respectively. 10.7554/eLife.36389.015Figure 3—source data 1.Spreadsheet of source data for Figure 3A.

**Figure 3—figure supplement 1.**
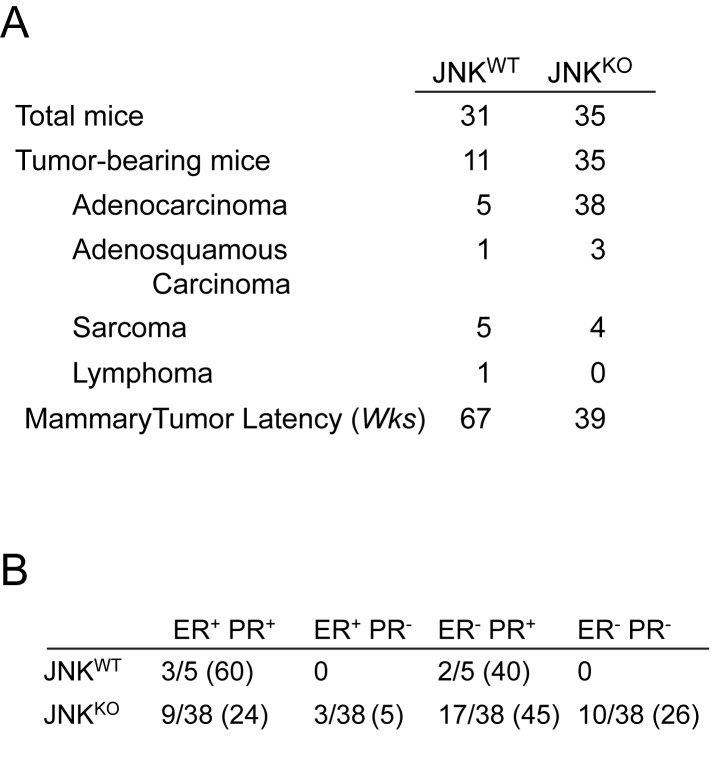
Tumors in JNK^KO^ mice are primarily adenocarcinomas and display a spectrum of hormone receptor expression patterns. (**A**) The JNK^WT^ and JNK^KO^ mouse cohorts are summarized. (**B**) Adenocarcinomas from JNK^WT^ and JNK^KO^ mice were stained for PR and ER and scored for expression. Numbers in parentheses indicate percentages.

**Figure 3—figure supplement 2.**
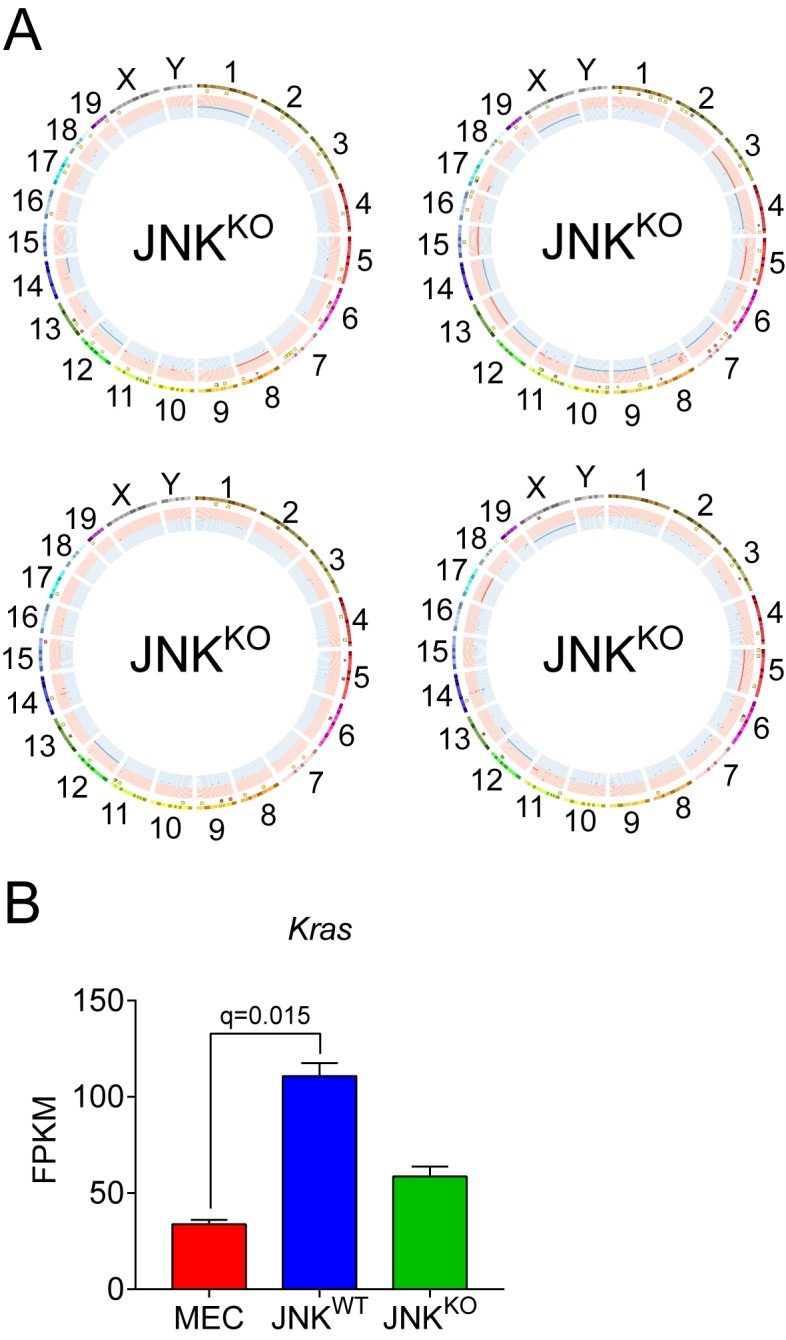
Exome sequencing of Control and JNK-deficient tumor cells. (**A**) Circos plots showing copy number variations (CNVs) in additional JNK^KO^ tumor cell lines are presented. Mammary tissue from a virgin female of the same genotype (*Wap-Cre^+/- ^Trp53^LoxP/LoxP ^Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^*) was used as the reference genome. The outermost ring shows chromosome ideograms. The next track indicates high (red) and moderate (yellow) impact single nucleotide variants and indels marked by rectangles and triangles, respectively. The innermost track shows chromosome amplifications and deletions, with red and blue lines indicating chromosomal fragments present at log_2_(ratio tumor/normal)>0.2 or log_2_(ratio tumor/normal)<−0.2, respectively. (**B**) *Kras* expression in MEC (n = 3), JNK^WT^ (n = 2), and JNK^KO^ (n = 2) cells was measured by RNA sequencing and is presented as mean FPKM ± SEM. 10.7554/eLife.36389.016Figure 3—figure supplement 2—source data 1.Spreadsheet of source data for Figure 3—figure supplement 2C.

**Figure 3—figure supplement 3.**
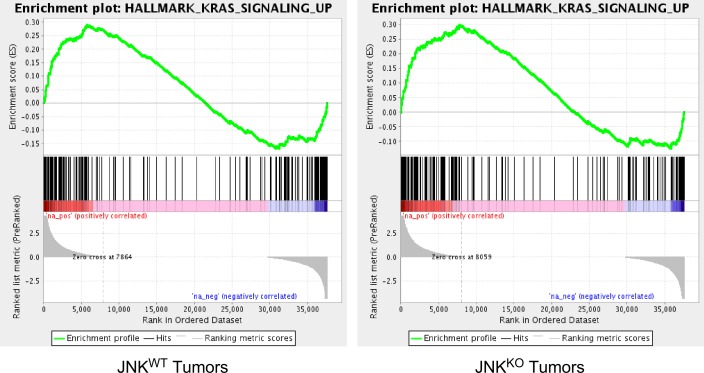
Gene set enrichment analysis demonstrates increased expression of a ‘KRAS Signaling’ gene signature in breast tumor cells. GSEA plots of a ‘KRAS Signaling’ gene signature by JNK^WT^ and JNK^KO^ tumor cells compared with primary mammary epithelial cells (MEC) (p<0.01).

To test whether JNK deficiency promotes tumorigenesis by disrupting the balance of proliferation and cell death, we stained tumor tissue sections with antibodies to detect the proliferation marker PCNA and the apoptotic marker cleaved caspase 3. No differences were detected in PCNA-stained sections, indicating that JNK^KO^ tumors were not more proliferative than JNK^WT^ tumors (Figure 3C). Similarly, we did not detect differences in cleaved caspase 3 staining between JNK^WT^ and JNK^KO^ tumors (Figure 3C). Collectively, these data show that JNK deficiency causes significantly accelerated disease progression without greatly changing the tumor phenotype.

To assess whether there are differences in mutational load, and to determine if there are recurring mutations or chromosomal alterations associated with the different tumor genotypes, we performed exome sequencing of JNK^WT^ and JNK^KO^ tumor cell lines (Figure 3D,E and Figure 1—figure supplement 2A). High impact SNVs and Indels were identified (Figure 1—figure supplement 2B,C). CNV analysis demonstrated that chromosome six was amplified and no chromosome was consistently deleted in JNK^WT^ tumor cells (Figure 3D). Chromosome six was also amplified in some (two of six) JNK^KO^ tumor cells (Figure 3E and Figure 3—figure supplement 2A). The proto-oncogene *Kras* resides on chromosome six and CNV analysis demonstrated that the *Kras* locus was recurrently amplified in JNK^WT^ tumor cells (Figure 3D and Figure 3—figure supplement 2A) and was more highly expressed (Figure 3—figure supplement 2B). The reduced amplification of the *Kras* locus in JNK^KO^ tumor cells compared with JNK^WT^ tumor cells suggests that an alternative mechanism of *Kras* regulation may contribute to the phenotype of these tumor cells. Indeed, increased expression of a ‘KRAS signaling’ gene signature was detected in both JNK^WT^ and JNK^KO^ tumor cells (Figure 3—figure supplement 3).

### Effects of JNK deficiency on tumor-associated gene expression

We performed RNA-seq on primary mammary epithelial cells (MEC) and tumor cells (Figure 4—figure supplement 1A) to test whether JNK deficiency caused changes in tumor-associated gene expression. 

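The libraries of MEC and ME KO in Figure 4 come from the same 3 preparations and 3 cell lines as those in Figure 2. For the comparison of all 4 groups the authors sampled single-end reads from each library before alignment. Those reads and the JNK WT and JNK KO libraries were not analysed here. The values given beside Figure 4 are the FPKM values from the paired-end reads of MEC and ME KO, and they cover only the difference between these groups.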

An examination of genes differentially expressed (|log_2_ Fold Change| > 0.75; q < 0.05) in tumor cells compared to MEC revealed distinct gene expression patterns between JNK^WT^, JNK^KO^, and ME^KO^ tumor cells (Figure 4A and Figure 4—figure supplement 1B). Pathway over-representation analysis using the KEGG database (Figure 4B) demonstrated that up-regulated genes in JNK-deficient tumors were enriched for ‘Metabolic Pathways’ (Clusters 1 and 2), while genes up-regulated in JNK^WT^ tumors were enriched for ‘Cytokine-Cytokine Receptor Interactions’ (Cluster 3). In contrast, down-regulated genes in all of the tumor cells were enriched for ‘Focal Adhesion Proteins’ (Cluster 4). These data indicate that JNK deficiency selectively alters a subset of tumor-associated gene expression.

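Between MEC and ME KO, several Reactome sets for metabolism were higher in ME KO. ‘Metabolism of nucleotides’ (65 genes) had a normalized enrichment score of 1.55 and an adjusted permutation p of 0.0404. For ‘Purine metabolism’ (29 genes) these values were 1.87 and 0.0133, and for ‘Glucose metabolism’ (54 genes) they were 1.59 and 0.0437. ‘Mitochondrial translation’ (81 genes) had a normalized enrichment score of 1.94 and an adjusted permutation p of 0.000197. ‘Retinoid metabolism and transport’ (21 genes) was lower in ME KO, with a score of -1.65 and an adjusted permutation p of 0.0316. The broad sets for carbohydrates, lipids and amino acids did not pass an adjusted permutation p of 0.05. It was 0.384 for carbohydrates (172 genes), 0.407 for lipids and lipoproteins (333 genes), and 0.993 for amino acids and derivatives (130 genes).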

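The focal adhesion genes with the largest decreases from MEC to ME KO were *Itgb3*, *Mylk*, *Pgf*, *Itgb8* and *Lamb3*. *Itgb3* (chromosome 11 of GRCm38, 104608000 to 104670476), which encodes an integrin, fell from 16.98 ± 4.02 FPKM to 0.507 ± 0.840 FPKM (SD, n = 3). Its log_2_ fold change was -3.69 (standard error 0.40, limma adjusted p = 0.00447). *Mylk* (chromosome 16, 34745210 to 35002420), which encodes a myosin kinase, fell from 10.0 ± 2.02 FPKM to 0.312 ± 0.358 FPKM. *Pgf* had 16.2 ± 1.31 FPKM and 1.70 ± 1.62 FPKM, and *Itgb8* had 8.51 ± 5.79 FPKM and 0.200 ± 0.136 FPKM. *Lamb3* had 58.8 ± 15.9 FPKM and 10.5 ± 10.9 FPKM, with a limma adjusted p of 0.0476 that was above 0.05 in 9 of its alternatives. The whole list of 148 genes had a normalized enrichment score of -1.72 (permutation of genes, p = 5.68e-05) and a median log_2_ fold change of -0.38. The Reactome set ‘Extracellular matrix organization’ (154 genes) had a normalized enrichment score of -1.98 and an adjusted permutation p of 2.75e-06. The lines were not alike in genes of fibroblasts and myoepithelial cells, which were lower in lines 233 and 336 than in line 199. Whether RNA of these cells in MEC accounts for the lower focal adhesion genes was not tested.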

**Figure 4.**
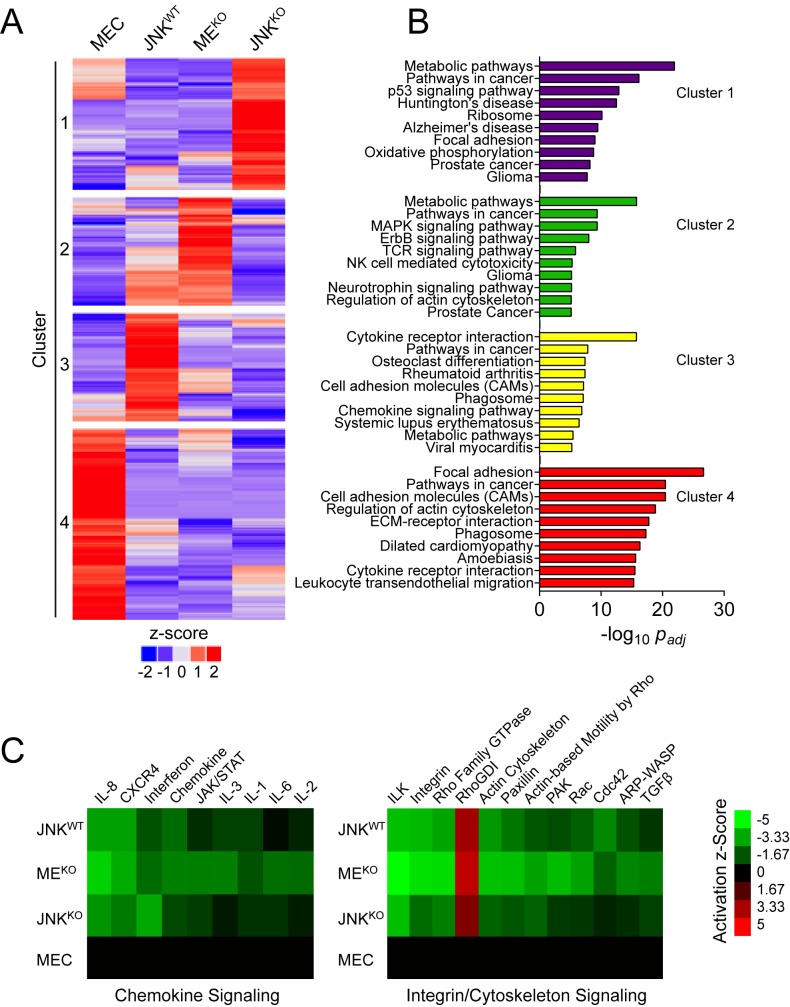
RNA-seq analysis demonstrates that a sub-set of tumor-associated gene expression requires JNK. (**A, B**) RNA isolated from primary mammary epithelial cells (MEC, n = 3) and also JNK^WT^ (n = 2), ME^KO^ (n = 3), and JNK^KO^ (n = 2) tumor cell lines was sequenced. The heatmap presents k-means clustering (k = 4) of genes differentially expressed in any of the pairwise comparisons (q < 0.05, |log_2_ Fold Change| > 0.75; mean) (**A**). Pathway over-representation analysis was performed on each of the four clusters using the KEGG database (**B**). The pathways with the lowest *p_adj_* values for each cluster are presented. (**C**) Comparative analysis was performed on genes differentially expressed between MEC and the tumor cell lines using Ingenuity Pathway Analysis (IPA). Heatmaps show the predicted activation (Activation z-score) of canonical pathways involved in immune (*left panel*) and integrin/cytoskeleton (*right panel*) signaling (cutoff score = 1.31; equates to p=0.049 using Fisher’s Exact Test). 10.7554/eLife.36389.020Figure 4—source data 1.Spreadsheet of source data for Figure 4.

**Figure 4—figure supplement 1.**
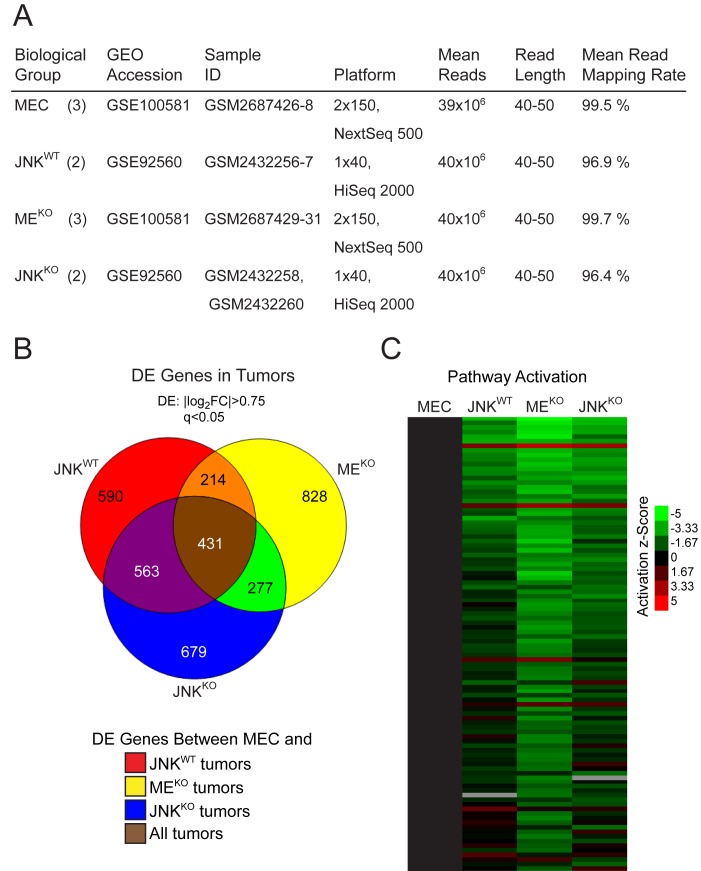
Gene expression analysis of control and JNK-deficient tumor cells. (**A**) Summary of the RNA sequencing data together with database accession information (GEO accession numbers and Sample ID). The number of samples per biological group is shown in parentheses. (**B**) Venn diagram showing differentially expressed (DE) genes in JNK^WT^ (n = 2), ME^KO^ (n = 3), and JNK^KO^ (n = 2) tumors compared to MEC (n = 3). (**C**) Ingenuity Pathway Analysis was used to predict pathway activation and inhibition in JNK^WT^ (n = 2), ME^KO^ (n = 3), and JNK^KO^ (n = 2) tumor cells. The heatmap shows pathways ranked (top to bottom) by their score (total -log_10_*p* of Fisher’s Exact Test across the tumors). The top 100 pathways with lowest -log_10_*p* are shown. Coloring corresponds to the activation z-Score, with green representing inhibited pathways and red activated pathways. A cutoff of score = 1.31 was set (equates to p=0.049; Fisher’s Exact Test). 10.7554/eLife.36389.021Figure 4—figure supplement 1—source data 1.Spreadsheet of source data for Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
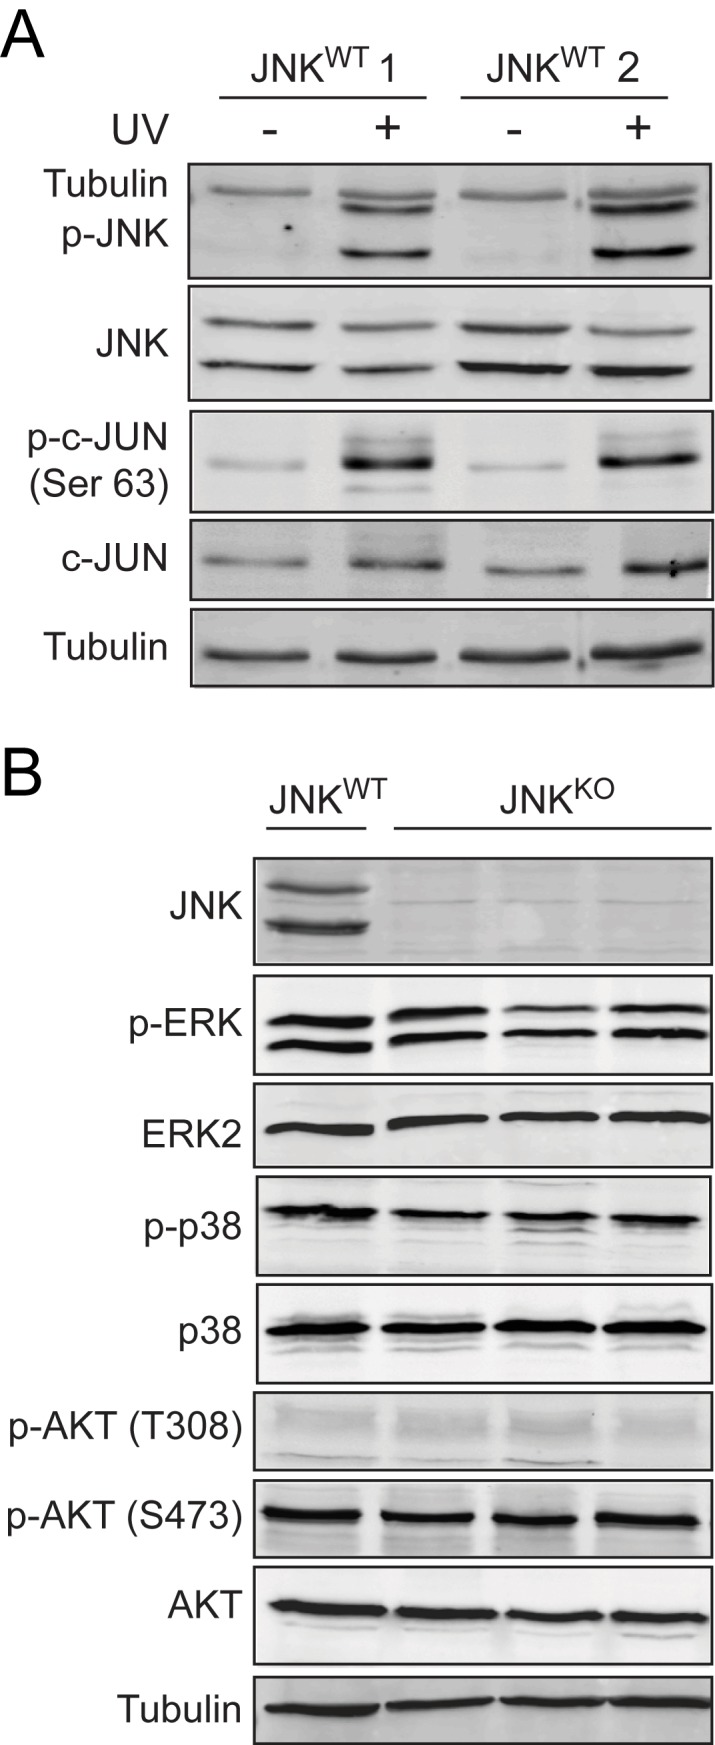
Comparison of signaling pathway activity in control and JNK-deficient tumor cells. (**A**) Two independently-derived JNK^WT^ tumor cell lines (JNK^WT^ 1 and JNK^WT^ 2) were left untreated (-) or were exposed (+) to 60 J/m^2^ ultraviolet light. Lysates from these cells were harvested at 30 min post-irradiation and were examined by immunoblot analysis by probing with antibodies to α-Tubulin, p-JNK, JNK, p-cJUN, and cJUN. (**B**) JNK^WT^ (n = 2) and JNK^KO^ (n = 6) tumor cell lines were cultured and protein lysates were prepared for immunoblot analysis. Lysates were probed for JNK, p-ERK, ERK2, p-p38, p38, p-AKT (T308), p-AKT (S473), AKT, and α-Tubulin. Representative blots showing one JNK^WT^ cell line and three JNK^KO^ cell lines are presented. 10.7554/eLife.36389.022Figure 4—figure supplement 2—source data 1.Source image data for Figure 4—figure supplement 2A.Whole immunoblot scans are presented and the region used to construct Figure 4—figure supplement 2A is outlined. 10.7554/eLife.36389.023Figure 4—figure supplement 2—source data 2.Source image data for Figure 4—figure supplement 2B.Whole immunoblot scans are presented and the region used to construct Figure 4—figure supplement 2B is outlined.

To understand how JNK deficiency may alter tumor-signaling pathways, we used IPA to predict pathway activation status by examining differential expression between each tumor type and MEC. The pathways were ranked by Activation z-Score (total -log_10_*p* of Fisher’s Exact Test across the tumors) and the top 100 were considered (Figure 4—figure supplement 1C). Two dominant categories emerged from the comparative analysis: down-regulated ‘Chemokine/Cytokine Signaling’; and down-regulated ‘Integrin/Cytoskeleton Signaling’ (Figure 4C).

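Between MEC and ME KO, a list of 229 genes for cytokines, chemokines and their receptors was examined. Of the 107 tested, 24 were among the lower genes, against 7.79 by chance (odds ratio 3.76, Fisher's exact test, one-sided, adjusted p = 4.25e-06). Over its alternatives this adjusted p lay between 5.07e-08 and 0.0146. The normalized enrichment score of the list was -1.98 (permutation of genes, p = 3.89e-07), with 73 members below 0 and 34 above. The higher genes included 2 members, *Il34* and *Tnfrsf21*, named after their values were seen. The largest decreases were in *Kit*, *Cxcl14*, *Ccl6*, *Cxcl15* and *Il17b*. *Kit* (chromosome 5 of GRCm38, 75574916 to 75656722), which encodes a cytokine receptor, fell from 13.0 ± 2.72 FPKM to 0.0432 ± 0.0748 FPKM (SD, n = 3). Its log_2_ fold change was -3.73 (standard error 0.22, limma adjusted p = 0.000927). *Cxcl14* (chromosome 13, 56288643 to 56296551) fell from 21.9 ± 5.55 FPKM to 1.06 ± 0.811 FPKM. *Ccl6* had 19.9 ± 6.97 FPKM and 0.994 ± 0.360 FPKM, and *Cxcl15* had 8.88 ± 0.414 FPKM and 0.165 ± 0.233 FPKM. *Il17b* had 7.21 ± 2.79 FPKM in MEC and was listed at 0 in each ME KO library. Marker genes of leukocytes were also lower in ME KO, with 14 of 14 tested below 0. These markers and the lower genes under an FPKM of 1 in each ME KO library, 299 genes in all, were then removed. Without them the Fisher's exact test (one-sided) of the cytokine list gave p = 0.000297. Genes with slight expression in the lines, such as *Ccl6*, stayed in this test, so it does not exclude leukocyte RNA in MEC.

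Among the Reactome sets, ‘Cytokine Signaling in Immune system’ (169 genes) had a normalized enrichment score of -1.55 and an adjusted permutation p of 0.00962. ‘Chemokine receptors bind chemokines’ (18 genes) had a score of -1.01 and an adjusted permutation p of 0.65. ‘Integrin cell surface interactions’ (49 genes) had a score of -1.75 and an adjusted permutation p of 0.00868.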

We also examined signaling pathways by immunoblot analysis. Studies of JNK^WT^ tumor cells demonstrated the presence of a functional JNK signaling pathway, including stress-induced phosphorylation of both JNK and cJUN (Figure 4—figure supplement 2A). However, JNK was not detected in JNK^KO^ tumor cells (Figure 4—figure supplement 2B). The activation state of other MAPK pathways (ERK and p38) and the AKT pathway were similar between JNK^WT^ and JNK^KO^ tumor cells (Figure 4—figure supplement 2B).

### JNK deficiency does not increase tumor stem cell activity

The increased mammary tumor formation (Figure 3A) caused by JNK deficiency may reflect a role of JNK in tumor stem cells. To examine this potential role of JNK, we monitored mammosphere formation and maintenance using JNK^WT^ and JNK^KO^ tumor cells. No evidence of increased mammosphere propagation by the JNK^KO^ tumor cells was obtained (Figure 5A,B). Moreover, we did not detect enhanced sphere formation by ME^KO^ tumor cells (Figure 5—figure supplement 1A,B). Staining of agarose-embedded JNK^WT^ and JNK^KO^ mammospheres revealed a similar organization with peripheral CK5^+^ cells and central CK8^+^ cells (Figure 5C). Finally, the expression of stem cell markers (*Bmi1*, *Nanog*, and *Pou5f1*) was not significantly different between JNK^WT^ and JNK^KO^ mammospheres (Figure 5D). This analysis does not support the conclusion that differences in cancer stem cell activity account for the accelerated tumor formation by JNK^KO^ mice compared with JNK^WT^ mice.

**Figure 5.**
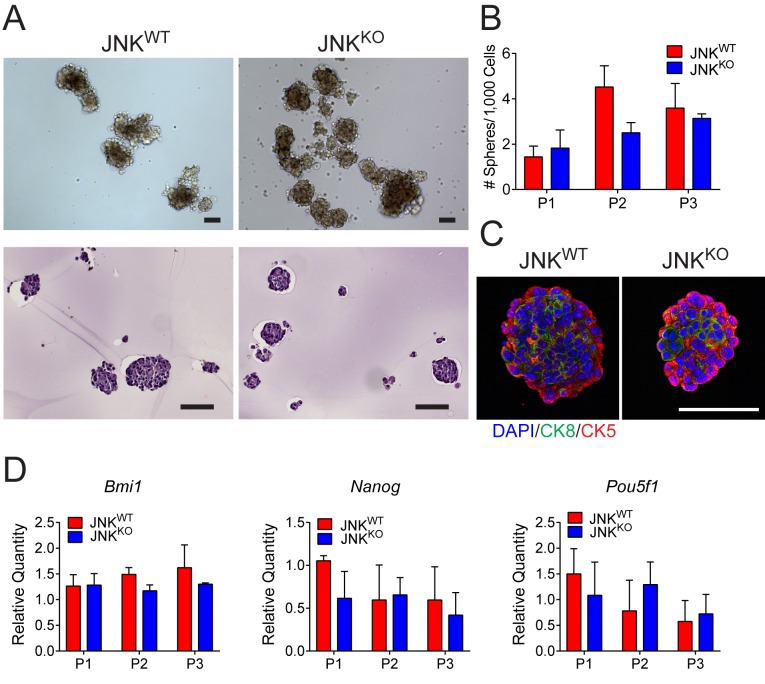
Stem cell populations are comparable in JNK^WT^ and JNK^KO^ tumor cells. (**A**) JNK^WT^ and JNK^KO^ tumor cells formed mammospheres when grown in suspension. Two independent cell lines were tested for each genotype. Representative phase contrast (*upper panel*) and H and E-stained agarose-embedded sphere sections (*lower panel*) are presented. Representative images are presented. Scale bar = 100 µm. (**B**) The number of mammospheres formed per 1000 plated cells each passage (P) was quantitated for JNK^WT^ and JNK^KO^ tumor cells. Two independent cell lines were tested for each genotype. The data presented are the mean ± SEM (n = 3 independent experiments). No significant differences were observed (p>0.05). (**C**) Representative agarose-embedded mammosphere sections stained with antibodies to cytokeratin 5 (CK5, red) and cytokeratin 8 (CK8, green), and counterstained with DAPI are presented. Scale bar = 50 µm. (**D**) RNA was isolated from JNK^WT^ and JNK^KO^ tumor cell mammospheres at different passages to quantify mRNA expression of *Bmi1*, *Nanog*, and *Pou5f1*. Two independent cell lines were tested for each genotype. The data presented are the mean ± SEM (n = 2 independent experiments). No significant differences were observed (p>0.05). 10.7554/eLife.36389.026Figure 5—source data 1.Spreadsheet of source data for Figure 5.

**Figure 5—figure supplement 1.**
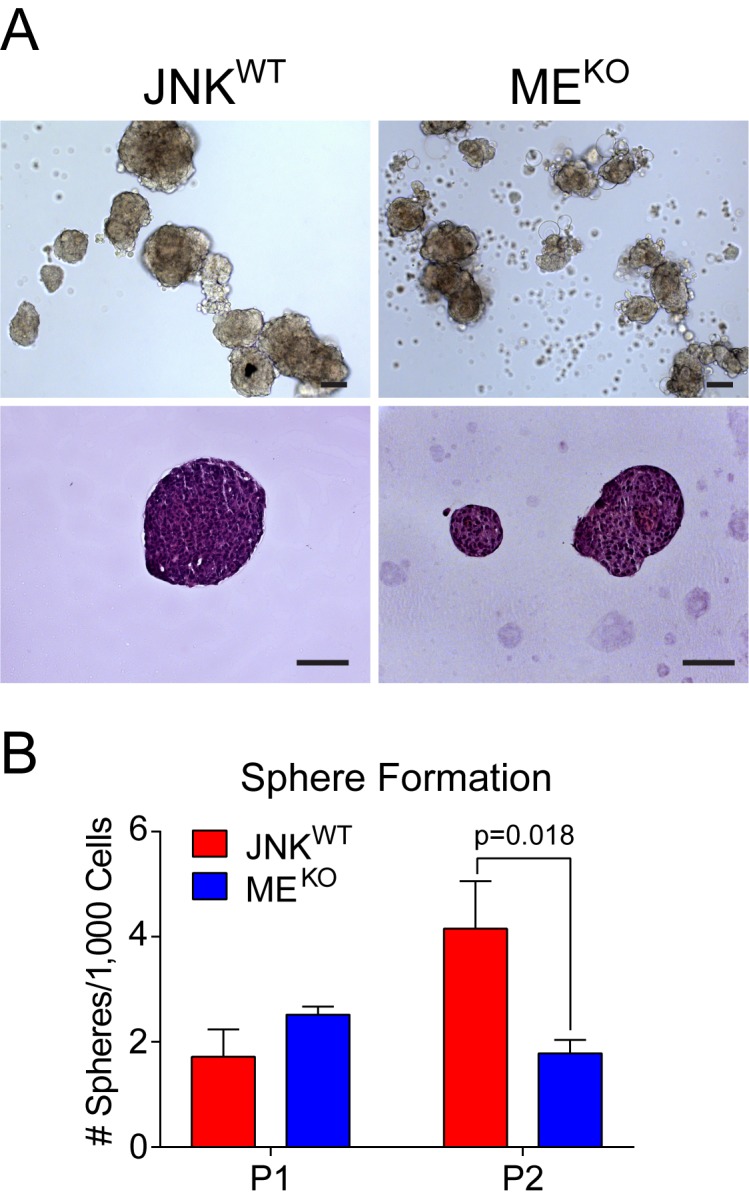
JNK-deficient tumor cells do not exhibit enhanced tumor stem cell activity. (**A**) JNK^WT^ (n = 2) and ME^KO^ (n = 3) tumor cells grown in suspension formed mammospheres. Representative phase contrast (*upper panel*) and agarose-embedded H and E-stained sections (*lower panel*) are shown. Scale bar = 100 µm. (**B**) Sphere formation per 1000 tumor cells plated over two passages (P) was quantitated for two JNK^WT^ cell lines and three ME^KO^ cell lines (mean ± SEM; n = 3 independent experiments). 10.7554/eLife.36389.027Figure 5—figure supplement 1—source data 1.Spreadsheet of source data for Figure 5—figure supplement 1B.

### JNK deficiency does not increase tumor cell proliferation, but does promote survival

Transformed cells co-opt cellular processes to block anti-proliferative and death mechanisms while increasing cell proliferation, invasion, and migration (Hanahan and Weinberg, 2011). A change in one of these processes may account for the increased tumor formation detected in JNK^KO^ mice. No differences between JNK^WT^ and JNK^KO^ tumor cell proliferation were detected (Figure 6A). Similarly, we found no difference in JNK^WT^ and JNK^KO^ tumor cell migration during wound healing (Figure 6B) or in response to a serum gradient (Figure 6C). Moreover, JNK^WT^ and JNK^KO^ tumor cell invasion through matrigel-coated membranes (Figure 6C) and collagen I-filled wounds (Figure 6D) was similar. These data demonstrate that JNK deficiency does not alter breast tumor cell proliferation, invasion, or migration. Consistent with this conclusion, we found no differences between the growth of JNK^WT^ and JNK^KO^ tumor cells in orthotopically transplanted syngeneic mice (Figure 6E–G).

**Figure 6.**
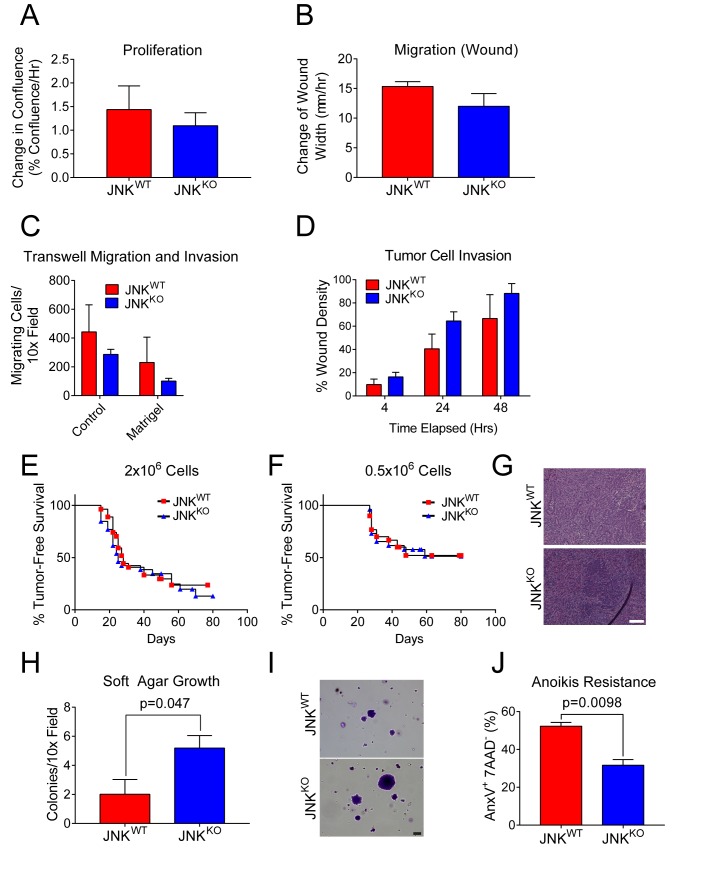
JNK^WT^ and JNK^KO^ tumor cells exhibit similar phenotypes. (**A**) JNK^WT^ (n = 2) and JNK^KO^ (n = 6) tumor cell lines were cultured (8 hr) in growth media and the change in confluence was measured using an IncuCyte ZOOM (mean ± SEM). No significant differences (p>0.05) were observed. Similar data were obtained in four independent experiments. (**B**) Monolayers of JNK^WT^ (n = 2) and JNK^KO^ (n = 4) cells were wounded and cell migration rates were assessed by measuring the change in wound width 48 hr after wounding using an IncuCyte ZOOM (mean ± SEM). No significant differences (p>0.05) were observed. Similar data were obtained in two independent experiments. (**C**) JNK^WT^ (n = 2) and JNK^KO^ (n = 6) tumor cell chemotaxis in response to a serum gradient in the absence (Control) or presence of Matrigel was examined (mean ± SEM). No significant differences were observed (p>0.05). Similar data were obtained in two independent experiments. (**D**) Monolayers of JNK^WT^ (n = 2) and JNK^KO^ (n = 3) tumor cells were wounded, overlayed with 0.5 mg/ml collagen I in growth serum, and cultured for up to 48 hr in media containing 2% serum. Tumor cell migration into the collagen-filled wound was quantitated by measuring cell density in the initial wound area using an IncuCyte ZOOM (mean ± SEM). No significant differences were observed (p>0.05). Similar data were obtained in two independent experiments. (**E–G**) Orthotopic transplantation of JNK^WT^ and JNK^KO^ tumor cells (two independent cell lines per genotype) into the mammary fat pads of 26 (JNK^WT^) and 27 (JNK^KO^) syngeneic wild-type host mice was performed using 2 × 10^6^ tumor cells (**E**). Orthotopic transplantation of 0.5 × 10^6^ tumor cells was performed using 30 (JNK^WT^) and 26 (JNK^KO^) syngeneic wild-type host mice (**F**). No significant differences were observed (p>0.05). Representative H and E-stained tumor sections from JNK^WT^ (*upper panel*) and JNK^KO^ (*lower panel*) tumors are presented (**G**). Scale bar = 100 µm. (**H, I**) JNK^WT^ (n = 2) and JNK^KO^ (n = 4) tumor cell lines were cultured in soft agar and colony formation was quantitated (mean ± SEM) (**H**). Similar data were obtained from two independent experiments and representative images of crystal violet-stained colonies are presented (**I**). Scale bar = 100 µm. (**J**) Two JNK^WT^ and five JNK^KO^ tumor cell lines were cultured in suspension (24 hr) and apoptotic cells (7AAD^-^ annexin V^+^) were quantitated by flow cytometry (mean ± SEM; n = 7 for JNK^WT^ and n = 16 for JNK^KO^). 10.7554/eLife.36389.029Figure 6—source data 1.Spreadsheet of source data for Figure 6.

While many properties of JNK^WT^ and JNK^KO^ tumor cells are similar (Figure 6A–G), we did detect some JNK-dependent differences in the tumor cell phenotype (Figure 6H–J). Thus, JNK^KO^ tumor cells formed more colonies than JNK^WT^ tumor cells when grown in soft agar (Figure 6H,I) and JNK^KO^ cells exhibited greater resistance to anoikis than JNK^WT^ tumor cells (Figure 6J). These data indicate that JNK deficiency can promote tumor cell survival.

### JNK deficiency causes early disease initiation

Comparative studies of JNK^WT^ and JNK^KO^ tumor cells demonstrated that JNK-deficiency does not contribute to differences in proliferation, migration, or invasion phenotypes in vitro (Figure 6A–D) or to tumor growth in orthotopically transplanted syngeneic mice (Figure 6E–G). We therefore considered the possibility that JNK may influence tumor initiation rather than the function of fully developed tumor cells. To test this hypothesis, we examined sections of mammary glands from female mice at 18 weeks after gene ablation. JNK^WT^ mice presented normal mammary gland morphology (Figure 7A). In contrast, multifocal mammary intraepithelial neoplasia (MIN) was observed in JNK^KO^ glands (Figure 7A). The presence of MIN lesions in young JNK^KO^ mice indicates that JNK-deficient mammary epithelial cells exhibit defects in apical-basal polarity, a hallmark of mammary tumor development (Halaoui et al., 2017; Zhan et al., 2008). Moreover, it is likely that mammary tumor development is further promoted by the increased survival of JNK^KO^ cells in vitro (Figure 6H–J) and increased proliferation of JNK^KO^ epithelial cells compared with JNK^WT^ epithelial cells in vivo (Figure 7B,C). These data indicate that one physiological function of JNK in mammary epithelial cells is to suppress breast cancer development by preventing the initiation of carcinogenesis.

**Figure 7.**
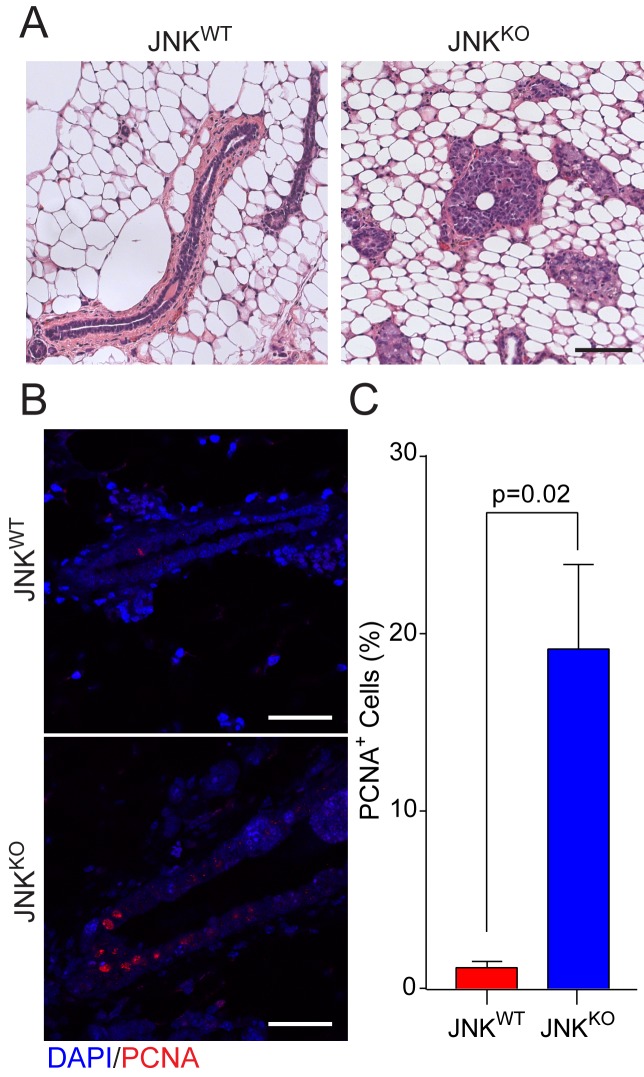
JNK deficiency promotes early disease lesions. (**A**) Eighteen weeks after gene deletion, tissue sections were prepared from mammary glands of JNK^WT^ (n = 5) and JNK^KO^ (n = 12) female mice. The mice were not matched for estrus cycle. Representative H and E-stained sections are presented. Scale bar = 100 µm. (**B, C**) Proliferation was examined in mammary glands at 18 weeks after gene ablation by staining tissue sections with an antibody to PCNA (JNK^WT ^n = 4 mice, JNK^KO ^n = 5 mice). Representative PCNA-stained and DAPI counter-stained glands are presented (B, Scale bar = 50 µm). The percent of PCNA^+^ cells was quantified (mean ± SEM) (**C**). 10.7554/eLife.36389.031Figure 7—source data 1.Spreadsheet of source data for Figure 7.

## Discussion

The frequent mutation of the JNK pathway in human breast cancer (including the genes *MAP3K1*, *MAP2K4*, and *MAP2K7*) implicates reduced JNK signaling in the etiology of mammary carcinoma (Banerji et al., 2012; Cancer Genome Atlas Network, 2012; Ciriello et al., 2015; Ellis et al., 2012; Kan et al., 2010; Nik-Zainal et al., 2016; Shah et al., 2012; Stephens et al., 2012; Wang et al., 2014). Mutation of *Mapk8* (encodes JNK1) and *Mapk9* (encodes JNK2) is not frequently detected, most likely because of the functional redundancy of these JNK isoforms (Davis, 2000). In contrast, MAP2K4 and MAP2K7 serve as non-redundant activators of JNK and mutation of either *MAP2K4* or *MAP2K7* causes JNK inhibition (Tournier et al., 2001). Similarly, MAP3K1 can act in a non-redundant manner to activate JNK (Yujiri et al., 2000). Tumor-associated ablation or mutation of these genes therefore causes JNK inhibition. Moreover, JNK signaling is also inhibited by phosphorylation of MAP2K4 by AKT (Park et al., 2002) in breast tumors with AKT activation caused by ‘driver’ mutations in *PTEN* or *PIK3CA* (Garraway and Lander, 2013). Suppression of JNK signaling is therefore a characteristic of many breast cancers. Nevertheless, the significance of JNK pathway inactivation in breast cancer is unclear (Cellurale et al., 2012; Cellurale et al., 2010). Here, we demonstrate that loss of JNK signaling promotes murine breast cancer development (Figure 1). Furthermore, JNK deficiency accelerated tumor development in a murine model of breast cancer (Figure 3). The frequent JNK pathway *loss-of-function* mutations in human breast cancer may therefore represent ‘driver’ mutations that promote tumor development.

We find that JNK loss plays a key role at the early stages of breast cancer development by promoting mammary gland neoplasia (Figure 7). This observation likely accounts for the effect of mutational inactivation of JNK signaling to promote tumor development (Figure 1 and 3). In contrast to this tumor-suppressive role of JNK during early stages of carcinogenesis (Figure 7), JNK does not markedly influence the late-stage tumor phenotype (Figure 6). Thus, JNK does not change tumor cell proliferation, invasion or migration in vitro or tumor formation in orthotopically transplanted mice in vivo (Figure 6). However, JNK deficiency does repress tumor cell anoikis and promotes growth in soft agar in vitro (Figure 6). JNK therefore plays a major role in early tumor development, but only a minor role in established tumors.

An important question relates to the mechanism of breast tumor suppression by the JNK signaling pathway. Part of the mechanism may reflect the pro-apoptotic role of JNK (Tournier et al., 2000). Mutations in key genes can enable epithelial cell survival in the luminal space, resulting in ductal carcinoma in situ (DCIS) and cancer (Halaoui et al., 2017; Leung and Brugge, 2012; Pradeep et al., 2012; Taraseviciute et al., 2010). Indeed, JNK deficiency has been shown to impair efficient epithelial cell death in response to cell detachment (anoikis) in vitro and cause both occlusion of mammary ducts (Cellurale et al., 2012; Girnius and Davis, 2017) and delayed involution (Girnius et al., 2018) in vivo. It is therefore possible that these types of cell survival responses in the mammary epithelium may contribute to tumor development. However, this mechanism may not be sufficient to account for the tumor formation caused by JNK deficiency (Figure 1) or the observed acceleration of tumor formation caused by JNK deficiency in a mouse model of breast cancer (Figure 3). For example, both JNK and p38 MAPK promote mammary gland epithelial cell anoikis by a BIM-dependent mechanism and are required for luminal clearance of mammary ducts (Cellurale et al., 2012; Girnius and Davis, 2017; Wen et al., 2011), but JNK inhibition promotes breast cancer (Figure 1 and 3) while p38 MAPK pathway inhibition suppresses breast cancer development and promotes the early dissemination of tumor cells (Del Barco Barrantes et al., 2018; Gawrzak et al., 2018; Harper et al., 2016). These data indicate that anoikis defects and ductal occlusion by detached epithelial cells caused by stress-activated MAPK inhibition is not sufficient for tumor formation. This reasoning implicates a second pathway of JNK-mediated suppression of mammary tumor development.

Insight into JNK-mediated tumor suppression was obtained from the analysis of tumor genomic DNA. We found that JNK deficiency caused genomic instability associated with widespread SNVs, Indels, and CNVs (Figure 1G). It is likely that these genetic changes caused by JNK deficiency contribute to tumor development. This genetic instability reflects the function of JNK to promote genome maintenance in response to stress. Examples include JNK-mediated phosphorylation of SIRT6 to stimulate double-stranded DNA break repair (Van Meter et al., 2016) and JNK-mediated phosphorylation of DGCR8 to induce transcription-coupled nucleotide excision repair (Calses et al., 2017). Loss of JNK signaling would therefore be expected to cause defects in DNA repair that result in increased genomic instability. Indeed, our analysis demonstrates that JNK deficiency in the mammary epithelium causes genomic instability (Figure 1G) and breast cancer (Figure 1C). JNK deficiency may therefore increase the sensitivity of tumor cells to drugs that cause DNA damage. This represents a potential opportunity for the design of therapeutic strategies for the treatment of tumors with defects in JNK signaling.

The TRP53 pathway is known to be important for genome stability and tumor suppression. Our data demonstrate that the JNK pathway similarly promotes genome stability and tumor suppression. The number of SNVs and indels caused by TRP53 deficiency was greater than that caused by JNK deficiency. Nevertheless, the number of CNVs were similar on both genetic backgrounds. These observations indicate that while both TRP53-deficiency and JNK-deficiency can cause genomic instability, the mechanisms engaged by these two pathways may be different.

The identification of JNK pathway mutations as ‘driver’ mutations for breast cancer was not anticipated. For example, the JNK pathway can promote cell proliferation and survival through regulation of AP1 transcription factors (Das et al., 2007; Lamb et al., 2003; Ventura et al., 2003). Indeed, the JNK/JUN signaling pathway may promote the proliferation of some breast tumor cells in vitro (Guo et al., 2006; Xie et al., 2017). It is therefore possible that JNK signaling may have pro-oncogenic functions in certain tumor types or under specific conditions (Whitmarsh and Davis, 2007). Nevertheless, our analysis establishes that a major role of JNK signaling in the breast epithelium is tumor suppression (Figure 1 and 3). This role of JNK signaling is consistent with the discovery of frequent JNK pathway gene ablation and mutation in human breast cancer (Banerji et al., 2012; Cancer Genome Atlas Network, 2012; Ciriello et al., 2015; Ellis et al., 2012; Kan et al., 2010; Nik-Zainal et al., 2016; Shah et al., 2012; Stephens et al., 2012; Wang et al., 2014).

The major conclusions of this study are that: (1) JNK deficiency in the mammary epithelium can cause murine breast cancer; and (2) JNK deficiency rapidly accelerates tumor development in a mouse model of breast cancer. These observations indicate that JNK can act as a breast cancer tumor suppressor. This is a significant finding because frequent mutational inactivation of genes that encode JNK pathway components (e.g. *MAP2K4* and *MAP3K1*) are detected in human breast cancer (Garraway and Lander, 2013). However, it should be noted that the compound disruption of JNK expression that we have studied most likely differs from the loss of individual JNK pathway components (e.g. MAP2K4 and MAP3K1) because of partial compensation by alternative signaling molecules, including MAP2K7 and members of the MAP3K family. Whether reduced JNK activity caused by loss of MAP2K4 or MAP3K1 phenocopies the effects of compound JNK deficiency on breast cancer is unclear. An important goal for future studies will be to directly test the effect of *MAP2K4* and *MAP3K1* gene mutation on breast cancer.

## Materials and methods

### Animals

We have previously described *Mapk8^LoxP/LoxP^ Mapk9^LoxP/LoxP^* mice (Han et al., 2013). C57BL6/J (RRID:IMSR_JAX:000664), B6129-TG(Wap-cre)11738Mam/J (RRID:IMSR_JAX:008735) (Wagner et al., 1997), B6.129P2-*Trp53^tm1Brn^*/J (RRID:IMSR_JAX:008462) (Marino et al., 2000), and B6.129(Cg)-Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J mice (RRID:IMSR_JAX:007676) (Muzumdar et al., 2007) were purchased from The Jackson Laboratories (Bar Harbor, ME). All mice were on a C57BL6/J strain background (10 generations back-crossed). Female mice were bred at 10–12 weeks of age and monitored for tumor development by palpation following weaning. Reasons for euthanasia included a tumor of 1 cm in diameter, ulceration due to the tumor, poor health, or weight loss (>20% body weight). The animals were housed in a specific pathogen-free facility accredited by the American Association of Laboratory Animal Care (AALAC).

### Tumor-derived cell lines

Tumors were harvested and placed in DMEM/F12 medium supplemented with 1% penicillin/streptomycin and 1% nystatin (Thermo Fisher Scientific, Waltham, MA). The tissue was washed with phosphate-buffered saline (PBS), minced, and digested (37°C for up to 2 hr, shaking) in DMEM supplemented with 2 mg/ml collagenase, 0.1% trypsin, and 1% penicillin/streptomycin. Following digestion, cells were pelleted and re-suspended in DMEM/F12 supplemented with 2% fetal bovine serum and 1% penicillin/streptomycin, then plated on collagen I (Thermo Fisher Scientific Cat# A1048301) coated dishes. After two passages, the cells were plated on standard tissue culture dishes and maintained in Growth Medium (DMEM/F12 supplemented with 10% fetal bovine serum plus 1% penicillin/streptomycin) prior to cryogenic storage.

### Genotype analysis

Genomic DNA was genotyped using a PCR-based method. *Mapk8^LoxP^* (540 bp) and *Mapk8^+^* (330 bp) were detected using amplimers 5’-AGGATTTATGCCCTCTGCTTGTC-3’ and 5’-GACCACTGTTCCAATTTCCATCC-3’. *Mapk9^LoxP^* (264 bp) and *Mapk9^+^* (224 bp) were detected using amplimers 5’-GTTTTGTAAAGGGAGCCGAC-3’ and 5’-CCTGACTACTGAGCCTGGTTTCTC-3’. *Trp53^LoxP^* (370 bp) and *Trp53^+^* (288 bp) were detected using amplimers 5’-AGCACATAGGAGGCAGAGAC-3’ and 5’-CACAAAAACAGGTTAAACCCAG-3’. *Cre^+^* (450 bp) was detected using amplimers 5’-TTACTGACCGTACACCAAATTTGCCTGC-3’ and 5’-CCTGGCAGCGATCGCTATTTTCCATGAGTG-3’. *Mapk8^Δ^* (395 bp), *Mapk8^+^* (1550 bp), and *Mapk8^LoxP^* (1,095 bp) were detected using amplimers 5’-CCTCAGGAAGAAAGGGCTTATTTC-3’ and 5’-GAACCACTGTTCCAATTTCCATCC-3’. *Mapk9^Δ^* (400 bp) and *Mapk9^LoxP^* (560 bp) were detected using 5’-GGAATGTTTGGTCCTTTAG-3’, 5’-GCTATTCAGAGTTAAGTG-3’, and 5’-TTCATTCTAAGCTCAGACTC-3’. *Trp53^Δ^* (612 bp) was detected using amplimers 5’-GAAGACAGAAAAGGGGAGGG-3’ and 5’-CACAAAAACAGGTTAAACCCAG-3’.

### Orthotopic transplantation

Tumor-derived cell lines were screened for common pathogens using the Rapidmap panel 21 (Taconic Biosciences, New York, NY). The cells were pelleted and washed five times with PBS before resuspension at a final concentration of 2 × 10^6^ or 0.5 × 10^6^ cells/40 µl of PBS. A 26-guage needle was used to inject the cells into the thoracic mammary gland. The presence of tumors was monitored weekly and palpable tumors were measured using calipers. Mice meeting euthanasia criteria or mice that remained 80 days post-inoculation were euthanized.

### Cell proliferation

Cells were seeded in 96-well plates (1,000 cells/well) and cultured in an IncuCyte Zoom (Essen Bioscience). The cells were kept in growth media and fed every 2 days for the duration of the assay. Images were taken every 4 hr and cell confluence was measured at these time points.

### Soft agar growth

Agarose (Lonza, Basel, CH) was dissolved in water (4 or 2% (w/v) solution) and autoclaved. The 4% agarose was mixed with growth media to yield a 1% agarose solution, which was plated and allowed to solidify (4°C). Tumor cells in growth media (100,000/6 cm dish) were mixed with the 2% agarose to a final concentration of 0.5% agarose, and overlayed onto the solidified 1% agarose. The cells were fed with Growth Medium every 3 ~ 4 days for the duration of the assay. After 3 weeks, the cells were fixed with 100% methanol (−20°C) and stained with 0.1% crystal violet dissolved in 20% methanol/80% PBS. Images were taken using a Zeiss AxioVert 200M microscope. Six 10x-fields/plate were used to quantify colony formation (≥3000 pixels^2^) using FIJI software (Schindelin et al., 2012).

### Mammosphere assay

Tumor cells were seeded 25,000/ml in a 24-well ultra-low attachment plate in DMEM/F12 media containing 1% penicillin/streptomycin, B27 supplement (1:50), 20 ng/ml bFGF, 2.5 µg/ml insulin, and 20 ng/ml EGF. Six wells were plated for each cell line. Three to four days later, before passaging, colonies larger than 50 µm were counted using a Zeiss AxioVert 200M microscope. The spheres were dissociated by incubation (15 min) with 0.25% trypsin (Thermo Fisher Scientific) with pipetting. The digestion was terminated by addition of 0.5% soybean trypsin inhibitor (ATCC) and single cells were plated. Spheres used for embedding in agarose or for RNA isolation were treated similarly, but were cultured in 100 mm ultra-low attachment dishes. Spheres prepared for embedding were resuspended in 4% agarose (IBI Scientific Cat# IB70050) and fixed in 10% formalin before processing.

### Anoikis assay

Tumor cells were suspended in serum-free DMEM/F12 media with 0.5% methylcellulose (Millipore-Sigma), placed in poly-HEMA (Millipore-Sigma) coated plates (1.2 × 10^5^ cells/ml), and incubated for 24 hr. After incubation, the cells were washed twice with PBS, then stained with phycoerythrin-conjugated Annexin V and 7-aminoactinomycin D (7-AAD) using the PE annexin apoptosis detection kit I (BD Pharmingen #559763). A FACSCalibur (BD Bioscience) was used to quantify the apoptotic cells (7AAD^-^ Annexin V^+^). Single-stained controls were used to gate 7AAD^-^ and 7AAD^+^ cells while cells suspended for 1 hr were used to define the annexin V^+^ and annexin V^-^ populations. FlowJo version 9.7.6 (Tree Star) was used to analyze the data (Girnius and Davis, 2017).

### Wound healing

Tumor cells were seeded at a density of 100,000 cells/well in a 96-well ImageLock plate (Essen Bioscience) and allowed to adhere overnight. The following day, a Wound Maker (Essen Bioscience) was used to scratch the confluent monolayers of cells. The cells were washed two times with PBS and then maintained in serum-free media for the remainder of the assay. Invasion assays were performed using cells plated in 96-well ImageLock plates coated with 300 µg/ml collagen I. Cells adhered overnight, were scratched using a WoundMaker, and washed twice with media before being placed on ice (5 min). The cells were then overlayed with growth media containing collagen I (0.5 mg/ml). The cells were incubated (30 min at 37°C) to solidify the collagen prior to the addition of DMEM/F12 supplemented with 2% FBS. All plates were imaged every 4 hr using an IncuCyte Zoom (Essen Bioscience).

### Transwell migration

Tumor cells (30,000 cells/well) were plated in triplicate using Growth Medium in transwells with 8 µm pores (Millipore Sigma) and allowed to adhere. For invasion assays, inserts coated with Matrigel (Millipore Sigma) were rehydrated according to the manufacturer’s instructions before plating cells. To create a serum gradient, media from the upper chambers was replaced with serum-free media. Cells were allowed to migrate for 16–20 hr. Remaining cells in the upper chambers were removed with a cotton swab, then the inserts were fixed with 100% methanol (20 min, −20°C), washed three times with PBS, and stained with 2-(4-amidinophenyl)−1 hr -indole-6-carboxamidine (DAPI). The insert membranes were removed with a scalpel and mounted on a slide for examination using a Zeiss Axiovert 200M microscope. Two to three images at 10x magnification were taken for each membrane. FIJI was used to quantify the migrating cells (Schindelin et al., 2012).

### Histological analysis

Mammary glands #2–5 were harvested, fixed in 10% formalin, dehydrated, and embedded in paraffin. Hematoxylin and eosin-stained sections (5 µm) were reviewed by a board-certified veterinary pathologist to identify and classify proliferative lesions (Cardiff et al., 2000). To detect proliferation, sections were treated with the endogenous biotin blocking kit (Thermo Fisher Scientific E21390), prior to incubation with a biotin-conjugated antibody to PCNA (Thermo Fisher Scientific Cat# 13–3940 RRID:AB_2533017; dilution 1:50), and an AlexaFluor 633-conjugated streptavidin (Thermo Fisher Scientific Cat# S-21375 RRID:AB_2313500). For PCNA quantification 49–50 fields were examined across JNK^WT^ (n = 4) and JNK^KO^ (n = 5) mice. PCNA positive duct cells were normalized to the total number of duct cells in the field examined. Additional sections were stained with cleaved-caspase-3 (Cell Signaling Technology Cat# 9662 RRID:AB_331439; 1:100), cytokeratin 5 (BioLegend Cat# 905501 RRID:AB_2565050; 1:50), cytokeratin 8 (DSHB Cat# TROMA-I RRID:AB_531826; 1:100), GFP (Thermo Fisher Scientific Cat# A21311 RRID:AB_221477; 1:100), estrogen receptor (Santa Cruz Biotechnology Cat# sc-542 RRID:AB_631470; 1:500), and progesterone receptor (Santa Cruz Biotechnology Cat# sc-538 RRID:AB_632263; 1:300). For immunohistochemistry, a biotinylated rabbit antibody (Biogenex Cat# HK340-5K) in conjunction with streptavidin-conjugated horseradish peroxidase (Vector Laboratories Cat# PK-6100) and 3,3’-diaminobenzidene (Vector Laboratories Cat# SK-4100) was used to detect the primary antibody. Sections were then counterstained with hematoxylin (Fisher Scientific) and pictures were taken using a Zeiss Axiovert. AlexaFluor 546 conjugated-goat anti-rabbit IgG (H + L) antibody (Thermo Fisher Scientific Cat# A11035 RRID:AB_143051) and AlexaFluor 488 conjugated-goat anti-rat IgG (H + L) antibody (Thermo Fisher Scientific Cat# A11006 RRID:AB_141373) were used to detect immune complexes in co-staining experiments. These sections were counterstained with DAPI and immunofluorescence was examined using a Leica SP2 confocal microscope.

### Immunoblot analysis

Cell lysates were prepared using Triton lysis buffer (20 mM Tris [pH 7.4], 1% Triton X-100, 10% glycerol, 137 mM NaCl, 2 mM EDTA, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM phenylmethylsulfonyl fluoride, and 10 μg/mL of aprotinin and leupeptin). Extracts (30 µg) were examined by immunoblot analysis by probing with antibodies to phospho-ERK (Cell Signaling Technology Cat# 9101 RRID:AB_331646), ERK2 (Santa Cruz Biotechnology Cat# sc-1647 RRID:AB_627547), phospho-JNK (Cell Signaling Technology Cat# 9255 RRID:AB_2307321), JNK (R and D Systems Cat# AF1387 RRID:AB_2140743), p38 (Cell Signaling Technology Cat# 9212 RRID:AB_330713), phospho-p38 (Cell Signaling Technology Cat# 9211 also 9211L, 9211S RRID:AB_331641), phospho-JUN (S63) (Cell Signaling Technology Cat# 9261L RRID:AB_2130159), JUN (Santa Cruz Biotechnology Cat# sc-1694 RRID:AB_631263), p-AKT (T308) (Cell Signaling Technology Cat# 5106S RRID:AB_836861), p-AKT (S473) (Cell Signaling Technology Cat# 9271 RRID:AB_329825), AKT (Cell Signaling Technology Cat# 9272 RRID:AB_329827), and α-Tubulin (Millipore-Sigma Cat# T5168 RRID:AB_477579). IRDye 680LT conjugated-donkey anti-mouse IgG antibody (LI-COR Biosciences Cat# 926–68022 RRID:AB_10715072) and IRDye 800CW conjugated-goat anti-rabbit IgG (LI-COR Biosciences Cat# 926–32211 RRID:AB_621843) were used to detect and quantitate immune complexes with the Odyssey infrared imaging system (LI-COR Biosciences).

### Exome sequencing

Genomic DNA was isolated from cancer cell lines using the DNEasy kit, including RNase treatment (Qiagen). For each genotype, a control sample was generated by isolating genomic DNA from mammary glands of a virgin mouse of the same genotype. Whole exome sequencing libraries were prepared using the Agilent SureSelect XT library preparation kit. DNA (OD260/280 1.7–2.0 and OD260/230 > 2.0) was sheared using a Covaris LE220. End-repaired, adenylated DNA fragments were ligated to Illumina sequencing adapters and amplified by PCR. Exome capture was performed using the Agilent SureSelect Mouse All Exon (50 mb) capture probe set; captured exome libraries were enriched by PCR. Final libraries were quantified using the KAPA Library Quantification Kit (KAPA Biosystems), Qubit Fluorometer (Life Technologies) and Agilent 2100 BioAnalyzer, and were sequenced on an Illumina HiSeq2500 machine using 2 × 125 bp cycles. Single nucleotide variants were reported as the union of SNVs called by muTect (Cibulskis et al., 2013), Strelka (Saunders et al., 2012), and LoFreq (Wilm et al., 2012) and indels were reported as the union of indels called by Strelka, somatic versions of Pindel (Ye et al., 2009) and Scalpel (Narzisi et al., 2014). ExomeCNV was run with default settings using mm10 reference to generate copy-number calls (Sathirapongsasuti et al., 2011). The segmentation and log_2_ ratios from ExomeCNV output were used to identify amplified, deleted and copy-neutral regions. Log_2_ thresholds of >0.2 and <−0.2 were used to label a segment as amplified or deleted, respectively, and the segments were visualized (Krzywinski et al., 2009). Bedtools (Quinlan and Hall, 2010) was run to identify genes overlapping copy-number segments.

### Analysis of mRNA expression

Cellular RNA was isolated using the RNeasy kit with DNase treatment (Qiagen) and RNA quality (RIN >9) was confirmed using the Bioanalyzer 2100 system (Agilent Technologies). Libraries were constructed according to the manufacturer’s instructions (Illumina). Two to three libraries were analyzed for each condition. Single-end sequencing with reads of 40 bp reads (for JNK^WT^ and JNK^KO^) was performed on an Illumina HiSeq 2000 platform and paired-end sequencing with 150 bp reads (for MEC and ME^KO^) was performed on an Illumina NextSeq500 platform (Figure 2). Poor quality reads, adapter sequences, and reads less than 40 bp were removed using Trimmomatic (version 0.36) (Bolger et al., 2014). First, the MEC and ME^KO^ biological groups were analyzed (Figure 2). Second, to adequately compare the four biological groups (MEC, ME^KO^, JNK^WT^, and JNK^KO^), seqtk was used to sample sequences averaging 40 million single-end reads per sample (Figure 4—figure supplement 1A) (Li, 2017). Reads were aligned to the mouse genome mm10 using Bowtie2 (v 2–2.1.0) (Langmead and Salzberg, 2012) and Tophat2 (v 2.0.14) (Kim et al., 2013). Samtools (version 0.0.19) (Li et al., 2009) and IGV (version 2.3.60) (Thorvaldsdóttir et al., 2013) were used for indexing the alignment files and viewing the aligned reads respectively. Cufflinks (v 2.2.1) (Trapnell et al., 2012; Trapnell et al., 2010) was used to quantitate gene expression as fragments per kilobase of exon model per million mapped fragments (FPKM); differential expression was identified using the Cufflinks tools, Cuffmerge and Cuffdiff. Cummerbund version 2.4.1 (Trapnell et al., 2012) was used to assess replicate concordance. The complex heatmap package version 1.12.0 (Gu et al., 2016) was used to generate heatmaps of differentially expressed (q < 0.05, |log_2_ Fold Change| > 0.75) genes.

Pathway over-representation analysis was performed on differentially expressed genes using the WEB-based GEne SeT AnaLysis Toolkit (Webgestalt) (Wang et al., 2013) with the KEGG database. This analysis was also performed with gene set enrichment analysis (GSEA) software (version 3.0) (Subramanian et al., 2005) using ranked genes (sign of the log_2_ fold change times the log_10_ *p*-value) (Plaisier et al., 2010) and the MSigDB gene sets: HALLMARK_KRAS_SIGNALING_UP (M5953); and HALLMARK_DNA_REPAIR (M5898). The gene symbols for the mouse equivalents were used in the gene set enrichment analysis using Ensembl BioMart v87 (Smedley et al., 2015).

Ingenuity Pathway Analysis (Qiagen) was used to predict pathway activation based on differentially expressed genes. The top 100 pathways ranked by score (the sum across tumor genotypes of -log_10_ p-value calculated by Fisher’s exact test) were identified. Treeview (Java) (Saldanha, 2004) was used to make heatmaps showing pathway activation z-scores.

The expression of mRNA was also determined by RT-PCR using a Quantstudio 12K Flex machine (Thermo Fisher Scientific). TaqMan assays were used to quantify the expression of *Bmi1* (Mm03053308_g1), *Pou5f1* (Mm03053917_g1), and *Nanog* (Mm02019550_s1). Relative expression was normalized to the expression of *18S* RNA in each sample using Taqman assays (catalog number 4308329; Thermo Fisher Scientific).

### Statistical analysis

Data are presented as the mean and standard error. Statistical analysis was performed using GraphPad Prism version 7 (GraphPad Software). ANOVA with Bonferroni’s test was used to determine significance with an assumed confidence interval of 95%. Two-tailed, unpaired t-test with Welch’s correction was used for pairwise comparisons. Fisher’s Exact Test was used to determine differences in tumor or MIN incidence. Kaplan-Meier analysis of mammary tumor-free survival was performed using the log-rank test. Statistical significance was defined as p<0.05.

### Data availability

Raw data are presented in the Source Data file. Flow cytometry data have been deposited with FlowRepository (Repository ID:FR-FCM-ZYEV). The RNA-seq data have been deposited with NCBI; GEO accession numbers GSE100581 and GSE92560. The exome sequence data were deposited with NCBI; SRA accession number SRP117075.

How the deposited data were processed for this re-analysis (not part of the article)

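RNA-seq libraries from 3 preparations of primary mammary epithelial cells (MEC) and 3 ME KO tumor cell lines were analysed, 1 library each. The libraries of JNK WT and JNK KO tumor cells, the exome data and the reads themselves were not analysed here. Conditions were taken from the sample titles and their descriptions. Each library stands for a separate preparation or line, and no value is a technical repeat. The labels give no sequencing date or batch, so a batch that follows the groups cannot be told apart from them.

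The authors trimmed paired-end reads of 150 bp with Trimmomatic, aligned them to mm10 with Bowtie2 and TopHat2, and quantified each gene with Cufflinks. The deposited table holds the resulting FPKM value of each gene in each library, normalized by the authors for transcript length and library size. The table has 37755 entries, and 2 of them hold no FPKM values in any library. Of the others, 15940 were at 0 in every library, 466 joined the names of several genes and 86 symbols were on more than 1 entry. Entries were paired by symbol with GENCODE release M21 on GRCm38 for their position, length and GC content, with 35922 symbols matched. For a gene named in the text, the entry with the highest mean was used.

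FPKM values carry no read numbers, so the depth of each library is unknown and no interval or detection floor was computed. The relative depth was read from the ratio of small values, since an FPKM under 0.15 stands for few fragments of a transcript. The most frequent ratio to MEC 1, in bins of 0.02 on the log_2_ scale, gave 1, 0.92, 1.30, 1.07 and 1.17 for MEC 2, MEC 3 and lines 199, 233 and 336. The summed FPKM of a library was between 557991 and 638365. Genes expressed at low levels are measured with the least precision, and those with a mean FPKM under 1 over the 6 libraries were not tested.

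Differential expression was tested in R 4.3.3 with limma 3.58.1 on log_2_(FPKM + 1), as ME KO against MEC, with a mean-variance trend in the empirical Bayes step. The 12461 tested genes were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed with an adjusted p under 0.05 and a log_2_ fold change beyond 0.75 in either direction, the paper's thresholds. Tools for read counts were not used, and the authors' Cuffdiff comparison was not repeated, since both need reads or counts. For single genes an exact permutation test (two-sided) was made on log_2_(FPKM + 1), whose smallest p with 3 against 3 is 0.1. The AP1 genes and the WNT ligands and targets were also adjusted over each family of 5. K-means clustering used z scores of the called genes, with k = 2 and 50 starts.

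Gene lists for DNA repair, p53 signaling, WNT signaling, focal adhesion, cytokines and chemokines, proliferation and cell types were written by hand from general knowledge before the data were examined. They stand in for the KEGG, Hallmark and IPA sets, which were not used here, and their members differ from those sets to an extent that is not known. Between 90.0% and 100% of the members of each list were in the table. Over-representation was tested by Fisher's exact test (one-sided) against all tested genes. Enrichment was scored with fgsea 1.28.0 on genes ranked by the sign of the log_2_ fold change times minus log_10_ p, with a fixed seed. The paper's methods word this ranking as the sign times the log_10_ p-value. Since log_10_ p is negative, that wording taken to the letter ranks genes in the opposite order and gives each score the opposite sign. Here a positive score means higher expression in ME KO. The 1457 mouse Reactome sets that come with fgsea were joined by Entrez identifiers, with 30783 entries paired, and the 638 sets with 15 to 500 tested genes were scored. The p of fgsea comes from permutation of genes, not of libraries, and does not allow for correlation between genes. The limma function camera, which does, was used as an alternative.

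The text names each gene that the paper names for these data, *Mapk8* and *Mapk9*, and the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap. It also names up to 5 called genes with the largest change in each pathway list, and lineage and JNK pathway genes chosen in advance. Another gene chosen in advance is not reported here. Any other name was chosen after its values were seen, and the text says so.

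The counts of genes, clusters, named genes, Fisher's exact tests of the lists and the DNA repair score were recomputed with a pseudocount of 0.1, no expression filter, a filter at a mean FPKM of 5 (for genes that pass it), quantile normalization, upper-quartile scaling, no mean-variance trend, sample weights, and each library left out in turn. Counts of genes were also recomputed with the log_2_ ratio of mean FPKM and with no fold-change threshold, clusters with k = 3, and the DNA repair score with other rankings and lists. A fit of protein-coding genes alone was chosen after seeing the data. Other results, such as those by chromosome and of marker genes, were not recomputed. Gene length and GC content were corrected with smooth curves from mgcv 1.9.3 in a separate fit. Shared sequence between transcripts of named genes was searched with BLAST+ 2.17.0. Tables were handled with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

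The procedure was tested on simulated data of the same size. Of 100 genes changed by 3 on the log_2_ scale, 86% were called in the simulated direction, and of 100 genes changed by 1, 26% were called. Among 117 calls, 3.42% were on unchanged genes, and no gene was called in data without change. A shifted list of 100 genes gave a permutation p of 5.2e-27 and an unshifted list gave 0.742.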

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

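The check on mislabelled libraries was chosen only after the values were seen. The check on gene length and GC content was not.

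Among the genes named by the rule set in advance, 10 are outside those the paper discusses and were higher in ME KO past both thresholds, with every ME KO library above every MEC library. Groups that do not overlap, in either direction, arise by chance in 10% of genes. The log_2_ fold changes were 8.85 for *Prl2c3*, 8.60 for *Prl2c2*, 6.47 for *Aldh3a1*, 5.67 for *Upk3bl*, 5.48 for *Klra4*, 5.24 for *Cdkn2a*, 1.83 for *Pmaip1*, 1.43 for *Bid*, 1.33 for *Apaf1* and 0.82 for *Polr1d*. The first 5 are the largest increases of all called genes. They had mean FPKM values from 0.167 to 0.825 in MEC, where FPKM values are least precise, and from 90.0 to 977 in ME KO. Their folds therefore rest on a small denominator. *Prl2c2* was listed at 0 in MEC 2.

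Technical explanations were weighed first. With gene length and GC content corrected, 10 of the 10 genes still passed both thresholds. The correction moved their log_2_ fold changes little, so for the larger increases this check could hardly have failed and shows little. A mislabelled library is unlikely to be behind them, since *Mapk8* and *Mapk9* were below every MEC library in 3 of 3 ME KO libraries. Reads shared between paralogs remain open for the members of gene families. The transcripts of *Prl2c3* and *Prl2c2* are 99.5% identical, and *Klra4* is 87.3% identical to *Klra1* over 92% of its length. For *Prl2c3* and *Prl2c2*, an increase in one cannot be told apart from reads of the other. Shared reads were not tested for *Klra4*. The 20 largest entries held 19.2% to 24.4% of the sum in ME KO and 18.3% to 27.5% in MEC. A larger part in MEC would lower its other genes and make them appear higher in ME KO. These ranges overlap, so such an effect is small beside the larger of these folds, and it was not tested for the smaller ones. The relative depth of the lines was 1.07 to 1.30 times that of MEC 1. The FPKM values were already normalized for library size, so this depth does not by itself scale them. RNA from other cells and differences between mouse strains were not tested for these genes. For strains, the paper states that all its mice had a back-crossed C57BL6/J background, which argues against such a difference.

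Not all of the 10 rest on the same footing. *Prl2c3*, *Prl2c2*, *Aldh3a1*, *Upk3bl*, *Klra4* and *Cdkn2a* passed both thresholds in 6 of the 6 fits that each left out 1 library. *Bid* passed in 4 of them, *Apaf1* and *Polr1d* in 2, and *Pmaip1* in 1. *Pmaip1* had a limma adjusted p of 0.0498, and between 0.00236 and 0.173 with 1 library left out. *Polr1d* also fell under the fold-change threshold with sample weights (0.70), without line 199 (0.71) and without MEC 3 (0.746). The biological contrast in the design is that of JNK-deficient tumor lines against primary MEC, and it also holds tumor origin, established culture and breeding history. The same 3 lines differ from MEC in all of these ways, so none of the increases can be assigned to loss of JNK.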

How the results depend on the processing

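The main settings, the gene lists and all alternatives were chosen before the data were examined, apart from the fit of protein-coding genes alone, which was chosen after seeing the data. No paired analysis was possible because the MEC preparations (1, 2, 3) and the lines (199, 233, 336) share no replicate numbers. In the values below the cause was not tested unless it is given.

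The count of 1234 differentially expressed genes stayed within 1.5 times under 10 of 16 alternatives. It was 738 with the filter at a mean FPKM of 5, which tested 9216 genes, 1978 with sample weights, and from 259 to 1966 genes across the 6 fits that each left out 1 library. The 259 genes without MEC 1 included 258 of the 1234. Without line 199 there were 1966, 1117 of them shared. The genes higher in ME KO numbered 600 with sample weights and from 48 to 568 with 1 library left out, and the lower ones 501 with the stricter filter, 1378 with sample weights and from 211 to 1398 with 1 library left out. The cluster sizes moved to the same numbers, and with k = 3 the largest cluster of lower genes held 496. Sample weights ranged from 0.236 for line 199 to 13.3 for MEC 1, and their estimation did not converge, so these fits rest on MEC 1 more than on any other library. Lower genes outnumbered higher ones under each alternative. The share of higher genes was 37.9% with quantile normalization, which moved the median of all genes to 0.10, against 26.7% in the main comparison.

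*Jun*, *Junb*, *Fosb* and *Wnt10a* kept their direction and their side of the thresholds under each alternative. *Jund* passed without line 336 (from -1.33 to -0.51 with 1 library left out) and *Fos* did not without MEC 1 (from -2.50 to -2.00). *Mapk8* (from -2.90 to -2.13) and *Mapk9* (from -2.52 to -1.98) were past the thresholds under all alternatives except the fits that left out a MEC library. *Wnt7b* passed with sample weights (1.17) and without line 199 (from 0.48 to 1.26). *Axin2* passed with quantile normalization (2.47), sample weights (2.55) and without line 199 (from 1.73 to 2.81). *Ccnd1* passed with sample weights (1.54) and without line 199 or 233 (from 1.08 to 1.76). *Myc* did not pass with a pseudocount of 0.1 (1.04), with no filter, the stricter filter or no trend (1.03 in each), with quantile normalization (1.00), with upper-quartile scaling (0.98), or with any library left out (from 0.78 to 1.17). Its adjusted p ranged from 0.0362 to 0.128 over these alternatives, so its call depends on the setting. In the separate fit corrected for gene length and GC content, which moved calls toward higher genes, *Myc* passed (1.225, limma adjusted p of 0.0295).

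The focal adhesion and cytokine lists were enriched among the lower genes under each alternative. The adjusted p of the WNT list among lower genes was 0.0518 with a pseudocount of 0.1, 0.0837 with the stricter filter, 0.0648 with upper-quartile scaling, 0.0505 with sample weights, 0.056 with protein-coding genes, 0.325 by camera and from 0.0204 to 0.443 with 1 library left out. That of the p53 list among higher genes was 0.186 with a pseudocount of 0.1, 0.111 with the stricter filter, 0.197 with quantile normalization, 0.115 with upper-quartile scaling, 0.146 with no trend and from 1.37e-05 to 0.505 with 1 library left out. The permutation p of the DNA repair list was 0.0617 with the stricter filter, 0.319 with quantile normalization, 0.0894 with upper-quartile scaling, 0.187 with sample weights, 0.0994 with all entries ranked, 0.0671 by camera and from 0.000589 to 0.255 with 1 library left out. The list was shifted toward higher expression in ME KO in each case.

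Of 47 other named genes, 26 were unchanged under their alternatives, 13 lost their call under at least 1, 4 gained one and 4 changed direction. *Esr1* changed to 0.29 with quantile normalization, 0.20 with sample weights and from -0.20 to 0.22 with 1 library left out. *Trp53* changed to -0.0094 with upper-quartile scaling and from -0.16 to 0.15 with 1 library left out. *Ctnnb1* changed to 0.17 with sample weights and from -0.40 to 0.25 with 1 library left out. *Map3k1* lay from -0.0532 to 0.86 with 1 library left out. None of these 4 passed the thresholds. The Reactome sets and the scores of other lists were not recomputed under the alternatives. The unknown depth limits genes near an FPKM of 1, for which no floor of detection can be given.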

Differences from the paper's values

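The paper reports 2217 differentially expressed genes, and 1234 were found here with the same thresholds. With sample weights (1978 genes) and without line 199 (1966 genes) the count was within 1.5 times of the paper's. The other 14 of the 16 alternatives did not reach it, including the fit of protein-coding genes, which was chosen after seeing the data.

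The q values on Figure 2E and Figure 2F were lower than the limma adjusted p found here. For *Wnt7b* the paper gives about 0.02 (Figure 2E, read by eye) against 0.261 here. Sample weights (0.026) and the fit without line 199 (0.0137) reached it, and its alternatives ranged from 0.0137 to 0.489. For *Wnt10a* the paper gives about 0.0009 (Figure 2E, read by eye) against 0.00833 here. Sample weights (0.00125) reached it, and the alternatives ranged from 0.00125 to 0.0454. For *Axin2* the paper gives about 0.0009 (Figure 2F, read by eye) against 0.0731 here, for *Ccnd1* about 0.003 (Figure 2F, read by eye) against 0.0586, and for *Myc* about 0.007 (Figure 2F, read by eye) against 0.0486. No alternative set before the data were examined closed these last 3 gaps. Their ranges were 0.00158 to 0.213 for *Axin2*, 0.0179 to 0.194 for *Ccnd1* and 0.0362 to 0.128 for *Myc*. The FPKM values behind these panels were equal to the deposited ones in 30 of 30 cases.

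The paper's plot of the ‘DNA repair’ signature reaches an enrichment score of about -0.4 (Figure 2—figure supplement 1, read by eye). The score here was 0.307, for a list written by hand. No alternative gave a negative score, and they ranged from 0.122 to 0.494. The ranking as the paper's methods word it, taken to the letter, reverses the sign of each score and was not among these alternatives. Whether the paper's plot used that order is not known, so it remains a possible source of the difference in sign.

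The paper's source data for Figure 2C give *Jun* a mean of 14.5001 FPKM in ME KO, and the deposited table gives 9.18. The value without line 336, 9.69, was within 1.5 times of the paper's, and the other fits with a changed value were not. Over the 5 AP1 genes and 6 libraries, the FPKM in the paper's source data was 1.02 to 1.76 times the deposited one, with a median of 1.38.

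Several statements of the paper were not met by a call here. The paper states increased expression of *Wnt7b*, *Axin2* and *Ccnd1*, and these had positive log_2_ fold changes but did not pass the adjusted p. *Wnt7b* passed with sample weights and without line 199. *Axin2* passed with quantile normalization (0.046), sample weights (0.00583) and without line 199 (0.00158). *Ccnd1* passed with sample weights (0.0179), without line 199 (0.0479), without line 233 (0.0432) and after correction for gene length and GC content (0.0434). Adjusted over the 5 WNT genes alone, the limma p of *Axin2* (0.013) and *Ccnd1* (0.0117) passed and that of *Wnt7b* (0.1) did not. The paper names these 5 as increased in the same libraries, so this narrower adjustment ignores that choice and is no independent support.

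The paper states enrichment of WNT signaling among the genes of its Cluster 2, which are higher in ME KO, and an increase in the activity of the WNT/β-catenin pathway. Here the adjusted p of the WNT list among the higher genes was 0.246, and from 0.0538 to 0.882 over its alternatives. The list was enriched among the lower genes instead (adjusted p of 0.0209, and from 0.00914 to 0.443 over its alternatives). These lists are not the KEGG or IPA sets. The WNT list joins ligands, targets and inhibitors without regard to their effect. Its enrichment among the lower genes therefore does not measure the activity of the pathway.

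The paper states reduced expression of the AP1 genes. *Junb*, *Jund* and *Fosb* were lower in mean, with limma adjusted p values of 0.231, 0.243 and 0.402, and *Jund* passed without line 336 (0.029). The paper states reduced expression of the DNA repair signature, whereas 84 of the 143 tested entries of the list used here were higher in ME KO.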

Other observations

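The counts over other splits of the libraries, the percentile of the leukocyte markers and the tests on line 199 were chosen only after the results were seen.

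The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall under 0.1. In 1 of the 10 splits, the real one, there were as many as 1234 differentially expressed genes, and the other splits gave at most 3. In 1 of the 10 splits, again the real one, as many of the 8 pathway list tests were past 0.05. With so few genes in the other splits these tests could hardly pass, so this adds nothing to the count of genes. For the DNA repair list, 3 of the 10 splits gave as large a normalized enrichment score, regardless of its sign. The others set MEC 1, MEC 3 and line 233, and MEC 1 and lines 199 and 336, against the rest. For the Reactome sets, 3 of the 10 splits gave as many sets past the threshold, the same splits again, with up to 185 sets against 158. The size of the DNA repair score and the number of Reactome sets therefore do not separate the real groups from mixed ones in these libraries. Scores of other lists and of single Reactome sets were not compared over the splits.

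Gene length and GC content were corrected for 12050 genes. Before the correction 1231 of these were called and after it 1366, with 1111 shared. The higher genes rose to 568 and the lower ones fell to 798. The log_2_ fold change of a gene moved by a median of 0.14, regardless of direction. The DNA repair list had a permutation p of 0.00949 before the correction and 0.000356 after it, with a normalized enrichment score of 1.64. These properties therefore do not account for the number of genes. The correction also set every library to the same mean and moved calls toward higher genes. A common upward shift by itself raises the score of a list. For the direction of the list this test therefore does not exclude gene length and GC content.

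A candidate explanation for higher DNA repair genes in ME KO is a larger share of dividing cells in the lines than in primary cultures. All 47 tested proliferation genes had a positive log_2_ fold change, with a median of 0.69. None was past both thresholds, and 10 had an unadjusted p under 0.05 in limma. Without its cell cycle members, the DNA repair list had a permutation p of 0.0983 and a normalized enrichment score of 1.22 over 119 members, which is in line with this explanation. The list of DNA repair enzymes and damage response genes went the other way: its 100 members outside the cell cycle still had a normalized enrichment score of 1.82 (permutation of genes, p = 5.85e-05). Division may then be part of the explanation. Members outside the cell cycle could still change with division, and no score was adjusted for proliferation. How much of either score division explains therefore cannot be told. The list of enzymes and damage response genes was not scored in other splits of the libraries.

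The plot in Figure 2—figure supplement 1 ranks more genes than were tested here. Placing the untested entries at 0 might make any list of expressed genes appear enriched. This was checked with 500 random lists of the same expression as the DNA repair list. With 37610 names ranked, 25173 of them at 0, 0.4% of the random lists had a permutation p under 0.05, against 9.2% when tested genes alone were ranked, and none of these was negative in either ranking. A permutation p under 0.05 with a positive score is thus more frequent than 5% for lists of this expression when tested genes are ranked, which weakens the p of 0.0165 of the DNA repair list. Their scores lay between -0.52 and 0.55. The DNA repair list itself scored 0.494 with this ranking, but random lists reached scores as low as the paper's, so a negative score alone carries little weight in this ranking.

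Marker genes of leukocytes were lower in ME KO, with 14 of 14 tested members below 0 and a median of -2.18. The percentile of this median among 10000 random lists of the same expression was 0. The value is not particular to leukocytes, since the fibroblast, myoepithelial and luminal lists were also at percentile 0 and the endothelial list at 0.21. Leukocytes in the primary MEC cultures are a candidate source, since cultured lines lose such cells, but lower expression in tumor cells would give the same value, so the explanations cannot be told apart. Without the markers and the lower genes under an FPKM of 1 in every line, 299 genes in all, the cytokine list had a Fisher's exact test p = 0.000297 and the focal adhesion list p = 2.73e-05, both one-sided. The enrichments therefore do not rest on the removed genes alone. Genes with slight expression in the lines stayed in this test, such as *Ccl6*, so it does not exclude leukocyte RNA as a source. Fibroblast and myoepithelial markers were not removed as such. The test therefore does not exclude RNA of these cells in MEC as a source of either enrichment.

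Line 199 differed from the other lines. The median log_2_ ratio to MEC of fibroblast genes was 1.49 in line 199, -2.93 in line 233 and -2.40 in line 336. For myoepithelial genes it was -0.54, -4.12 and -3.65, and for luminal genes -3.15, -2.39 and -2.27. *Krt5* had 608 FPKM in line 199, 1.33 in line 233 and 15.3 in line 336, against 325 ± 118 FPKM in MEC (SD, n = 3), and *Krt14* had 521, 7.36 and 23.97 FPKM against 380 ± 86.3. Fibroblasts in the culture of line 199 may explain this, and in the comparison of this line with the other lines the fibroblast list lay at percentile 100 of random lists. The myoepithelial and proliferation lists lay there as well. Cells without Cre recombination may also explain it, since *Mapk8* stood at 26.4% and *Mapk9* at 33.6% of MEC in this line, above both other lines. Against this, the paper reports no JNK protein in ME KO tumor cells by immunoblot (Figure 1D). FPKM covers the whole gene, while the PCR products in the paper's methods place the deletion in a segment of each gene. Transcripts of a recombined allele could be part of these percentages, which therefore do not measure recombination. Another possibility is the tumor, which the paper's source data class as adenosquamous in this mouse. That class assumes that line and mouse numbers match, and the title of the deposited data describes adenosquamous tumor lines. By staining, the paper found CK5, encoded by *Krt5*, in ME KO adenosquamous carcinomas, and mainly CK8 in adenocarcinomas. For *Krt5* in line 199 this goes with the tumor class, but line 233, classed as both, had 1.33 FPKM. With a single line classed in the source data as adenosquamous alone, none of these explanations can be told apart. The marker list was examined after the difference in this line had been seen.

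*Krt8* fell from 2599 ± 782 FPKM in MEC to 405 ± 159 FPKM in ME KO, and *Krt18* from 2958 ± 680.1 to 654 ± 496 FPKM (SD, n = 3). *Pgr* had 9.13 ± 1.45 FPKM in MEC and was listed at 0 in each ME KO library. *Esr1* had 2.65 ± 0.387 and 2.68 ± 1.02 FPKM. *Cdkn1a* had 90.5 ± 6.43 and 215 ± 124 FPKM, with line 199 at 73.8 FPKM. *Map2k4* had 37.2 ± 3.27 and 29.3 ± 8.49 FPKM. *Mapk10* was under an FPKM of 1 in each library and was not tested. No explanation of these values was tested.

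Expression of protein-coding genes was also compared by chromosome in each line, as the median log_2_ ratio to MEC after centring on all genes. Of 60 pairs of a line and a chromosome, 3 were past an adjusted p of 0.05 when genes were rotated along the genome. Chromosome 4 was at -0.34 in line 199 and -0.38 in line 233, and chromosome 5 at 0.38 in line 233. The adjusted p was 0.01 for each, and the unadjusted 5e-04 is the smallest that 2000 rotations can give. Line 336 had -0.27 on chromosome 4 and 0.24 on chromosome 5, and line 199 had 0.25 on chromosome 5, none past the threshold. Chromosome 14 had larger shifts, -0.53 in line 199 and -0.44 in line 336, that did not pass either (adjusted p of 0.097 and 0.27). The medians of single MEC libraries lay between -0.03 and 0.07, each against the mean of the other MEC libraries. A random arrangement of changed genes is thus unlikely to give these shifts. Changes in copy number are a candidate explanation, but the exome data were not analysed here, and the difference between lines was not tested. *Jun* and *Cdkn2a* lie on chromosome 4.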
